# Xiao-Yin-Fang Therapy Alleviates Psoriasis-like Skin Inflammation Through Suppressing γδT17 Cell Polarization

**DOI:** 10.3389/fphar.2021.629513

**Published:** 2021-04-16

**Authors:** Xilin Zhang, Xiaorui Li, Youdong Chen, Bingjie Li, Chunyuan Guo, Peng Xu, Zengyang Yu, Yangfeng Ding, Yuling Shi, Jun Gu

**Keywords:** psoriasis, traditional Chinese medicine, Xiao-Yin-Fang therapy, γδT cells, interleukin-17, relapse

## Abstract

Psoriasis is an immune-mediated chronic inflammatory skin disease primarily mediated by the activation of interleukin (IL)-17-producing T cells. Traditional Chinese Medicine (TCM) represents one of the most effective complementary and alternative medicine (CAM) agents for psoriasis, which provides treasured sources for the development of anti-psoriasis medications. Xiao-Yin-Fang (XYF) is an empirically developed TCM formula that has been used to treat psoriasis patients in Shanghai Changhai Hospital for over three decades. Imiquimod (IMQ)-induced psoriasis-like dermatitis mouse model was utilized to investigate the therapeutic effects of XYF by the assessment of disease severity and skin thickness. Flow cytometric assay was performed to explore the influence of XYF on skin-related immunocytes, primarily T cells. And, RNA sequencing analysis was employed to determine the alternation in gene expression upon XYF therapy. We discovered that XYF alleviated psoriasis-like skin inflammation mainly through suppressing dermal and draining lymph-node IL-17-producing γδT (γδT17) cell polarization. Moreover, XYF therapy ameliorated the relapse of psoriasis-like dermatitis and prohibited dermal γδT cell reactivation. Transcriptional analysis suggested that XYF might regulate various inflammatory signaling pathways and metabolic processes. In conclusion, our results clarified the therapeutic efficacy and inner mechanism of XYF therapy in psoriasis, which might promote its clinical application in psoriasis patients and facilitate the development of novel anti-psoriasis drugs based on the bioactive components of XYF.

## Introduction

Psoriasis is a common, recurrent inflammatory skin disease, which can be triggered in genetically susceptible individuals by diverse etiological factors, including infection, stress, trauma, medication, tobacco, and alcohol consumption (Schleicher, 2016). Men and women are evenly aﬀected at all ages with an estimated prevalence of psoriasis in adults and children ranging between 0.51 to 11.43% and 0–1.37%, respectively, (Michalek et al., 2017). Psoriasis and its associated comorbidities massively influence the physical and mental health of psoriasis patients, which bring about heavy socioeconomic burdens (Pilon et al., 2019).

Psoriasis is clinically characterized by erythematous plagues covered with lamellar silver scales, which pathological features involve abnormal keratinocyte proliferation and immune cell infiltration. The interplay between T lymphocytes, dendritic cells (DC) and keratinocytes, forming a self-perpetuating loop to amplify cutaneous inflammation, has been well described in psoriasis formation (Diani et al., 2015). During the process, the activation of interleukin (IL)-17-producing T cells, mainly including T helper 17 (Th17) cells and IL-17-producing γδT (γδT17) cells, play an essential role in the pathogenesis of psoriasis (Cai et al., 2013; Casciano et al., 2018).

The management of psoriasis comprises a variety of local and systemic therapies, involving phototherapy, retinoids, corticosteroids, vitamin D3 analogues, immunosuppressants, and recently emerged biologics targeting inflammatory factors, especially IL-17 (Kim and Krueger, 2017). Nevertheless, anti-psoriasis treatments are inevitably accompanied by adverse effects, such as irritation, skin atrophy, impaired hematopoiesis, visceral dysfunction and compromised immune function (Rapalli et al., 2018). A recent survey discovered that around half of the patients treated with oral therapy or biologics discontinued medication due to lack or loss of efficacy, tolerability reasons and safety issues, which signified that treatment dissatisfaction hindered the optimal care of psoriasis patients (Lebwohl et al., 2014). Hence, there is an urgent need to develop novel strategies and medicines for psoriasis management.

Complementary and alternative medicine (CAM) represents a group of various medical systems, practices, and products beyond conventional Western medication. Up to 62% of patients with psoriasis replaced or supplemented conventional therapies with CAM owing to their fewer side effects (Magin et al., 2006; Damevska et al., 2014; Murphy et al., 2019). The commonly utilized CAM for psoriasis includes Traditional Chinese Medicine (TCM), botanical therapy, vitamin supplement, dietary change, and behavioral intervention. Despite limited published evidence, TCM appeared to be the most effective CAM agent (Farahnik et al., 2017). TCM generally exploits topical or oral formulations, which are the mixtures of herbal, animal and/or mineral substances, and physical therapeutics, primarily including acupuncture and massage. Psoriasis was firstly recorded in the Treatise on the Causes and Manifestations of Diseases of Chinese Sui dynasty (581-618 CE) and has been efficaciously handled with TCM in China for over a thousand years. Therefore, TCM provides treasured sources for the development of anti-psoriasis medications.

Xiao-Yin-Fang (XYF), which is composed of *Isatis tinctoria L.*, *Scutellaria baicalensis Georgi*, *Salvia miltiorrhiza Bunge*, *Sophora flavescens Aiton*, and *Rheum officinale Baill.*, represents an empirically developed formula that originates from Doctor Ming Chen and Doctor Jun Gu. XYF has been prescribed to treat psoriasis patients for over three decades in Shanghai Changhai Hospital, which therapeutic efficacy has been proven by clinical research (Zhang et al., 2008; Wang et al., 2012b). Our previous research has shown that XYF decoction combined with calcipotriol ointment repressed peripheral T cell secretion of IL-17 in patients with psoriasis (Wang et al., 2012a). However, the pharmacological eﬀect and underlying mechanism of XYF in the treatment of psoriasis remained unclear.

In this study, we utilized imiquimod (IMQ)-induced psoriasis-like dermatitis mouse model to explore the therapeutic effect of XYF and its impact on the immune functions of conventional Th and γδT cells. We discovered that XYF alleviated psoriasis-like skin inflammation mainly through suppressing dermal and draining lymph-node (LN) γδT17 cell polarization. Moreover, XYF therapy ameliorated the relapse of psoriasis-like dermatitis and prohibited dermal γδT cell reactivation.

## Materials and Methods

### Mice

C57BL/6J mice were purchased from LINGCHANG Biotech (Shanghai, China), which were bred and maintained in specific pathogen-free (SPF) units with controlled temperature (22 ± 2°C), relative humidity (50 ± 5%), artificial light (12 h light/dark cycle) and free access to food/water in the animal facilities of Tongji University, Shanghai, China. Age-matched male mice (6–8 weeks of age; 18–22 g) were randomly used for all experiments in a non-blind manner. Handling of mice and experimental procedures were approved by the Animal Care and Use Committee of Shanghai Tongji University.

### Preparation of Xiao-Yin-Fang

Xiao-Yin-Fang (XYF) is an empirically developed Chinese medicine formula summarized and optimized by Chinese famous dermatologists Doctor Ming Chen and Doctor Jun Gu, which has been used to treat psoriasis in Shanghai Changhai Hospital. Its formula primarily includes five Chinese herbs: *Isatis tinctoria L.*, *Scutellaria baicalensis Georgi*, *Salvia miltiorrhiza Bunge*, *Sophora flavescens Aiton*, and *Rheum officinale Baill.* with a weight ratio of 30:15:30:10:3 (Table 1). The standardized powder of each herb, which was extracted under optimum condition and corresponded to a standard dosage of raw herb, was purchased from LongHua Hospital, University of Traditional Chinese Medicine, Shanghai, China. Voucher specimen of herb powder was deposited in Shanghai Skin Disease Hospital with reference No. XYF01-05, respectively. XYF powder was dissolved in double-distilled H_2_O, filtered through a 0.45 μm filter and stored at −20°C for subsequent application. All the procedures were in accordance with the rules and regulations of the 2015 Edition of China Pharmacopoeia.

**TABLE 1:** Constituents of Xiao-Yin-Fang (XYF).

Herb	Taxonomic nomenclature	Used parts	Weight (g)
Banlangen	*Isatis tinctoria L.*	Root	30
Huangqin	*Scutellaria baicalensis Georgi*	Root	15
Danshen	*Salvia miltiorrhiza Bunge*	Root	30
Kushen	*Sophora flavescens Aiton*	Root	10
Dahuang	*Rheum officinale Baill.*	Root	3

### Qualitative and Quantitative Analysis of Xiao-Yin-Fang by UPLC-Q/TOF-MS

Chemical profiling of XYF was performed on an Agilent 1290 UPLC System (Agilent Technologies Co., Santa Clara, CA, United States) coupled with AB SCIEX Triple TOF 4600^®^ quadrupole time-of-flight mass spectrometry (AB SCIEX, Foster City, CA, United States). Chromatographic separation was conducted on an Acquity UPLC^®^ HSS T3 Column (2.1 × 100 mm i.d., 1.8 μm; Waters, Milford, MA, United States) at 30°C, using a mixed mobile phase consisting of 0.1 formic acid in water (mobile phase A) and 0.1 formic acid in acetonitrile (mobile phase B). The gradient elution program was used as follows: 0–5 min, 0–0% B; 5–7 min, 0–3% B; 7–15 min, 3–5% B; 15–17 min, 5–16% B; 17–19 min, 16–17% B; 19–30 min, 17% B; 30–34 min, 17–20% B; 34–42 min, 20% B; 42–44 min, 20–22% B; 44–49 min, 22% B; 49–54 min, 22–60% B; 54–58 min; 60–95% B; 58–60 min, 95% B; 60–60.1 min, 95–0% B; 60.1–63 min, 0% B. The flow rate was 0.3 ml/min, and the sample injection volume was 1 μl. Data acquisition was performed on AB SCIEX Triple TOF 4600^®^ system equipped with an electrospray ionization (ESI) source in the negative and positive ion modes. The mass spectrometry was operated in full-scan TOF-MS (m/z 50-1700) and information-dependent acquisition (IDA) MS/MS modes. The parameters of mass spectrometry were as follows: ion source gas 1 and 2 were 50 psi; curtain gas was 35 psi; ion source temperature was 500°C; ion spray voltage floating was 5000 V (positive)/4500 V (negative). In the tandem mass spectrometry (MS/MS) experiments, mass range was 50–1250, collision energy was 40 ± 20 eV, ion release delay was 30 ms and ion release width was 15 ms. All data acquisition and processing were validated using Analyst TF 1.7.1 software (AB SCIEX).

For content determination, seven standards of representative components from five constitutive herbs of XYF, including (R, S)-goitrin (#8508), baicalin (#5719), salvianolic acid B (#4065), tanshinone II a (#7503), matrine (#844), oxymatrine (#8678), and emodin (#8171), were purchased from Standard Technology Co., Shanghai, China (http://www.nature-standard.com/). Quantitative analysis of these components in XYF by UPLC-DAD was performed on a Waters H-Class UPLC system (Waters, Milford, MA, United States) as previously reported (Xiang et al., 2018). UV detector was monitored at 225 nm (matrine/oxymatrine), 245 nm ((R, S)-goitrin), 254 nm (emodin), 270 nm (tanshinone II a), 280 nm (baicalin) and 286 nm (salvianolic acid B).

### Imiquimod-Induced Psoriasis-like Skin Inflammation

Mice received a daily topical dose of 50 mg of imiquimod (IMQ) cream (5%; #H20030128, Sichuan Med-Shine Pharmaceutical) or control Vaseline (VAS; #180102, Shandong Mint) on shaved back (an approximate size of 2 × 3 cm^2^) or bilateral ears for five consecutive days. For the induction of disease relapse, 25 mg of IMQ was applied on mouse left ear once daily from day 0 to day 4, and 25 mg of IMQ was reapplied on mouse right ear once daily from day 12 to day 16. Mouse skin inflammation was evaluated by cumulative psoriasis area and severity index (PASI) score, calculated by the adding up of erythema score (0–4), infiltration score (0–4), and desquamation score (0–4). The severity of each symptom was assessed comparing with reference pictures. Skin thickness was recorded as the average value of three measurements by vernier calipers at the center of mouse dorsal or ear lesion before topical treatment.

### Experiment Design and Drug Administration

Mice were randomly allocated into the following groups: control group, model group, low-dose XYF group, medium-dose XYF group, high-dose XYF group, and multi-glycoside of Tripterygium wilfordii Hook. f (GTW) group. GTW tablets (#Z42021212, Hubei Huangshi Yunfei Pharmaceutical Company) were ground down and dissolved in ddH_2_O, which were filtered and stored at −20 °C. Based on drug-dose conversion between human and mouse, 200 μl of XYF decoction (low-dose: 5.8 mg/g; medium-dose: 11.6 mg/g; high-dose: 23.3 mg/g), GTW (7.89 μg/g) or ddH_2_O was administered once daily by gavage for 10 successive days, and VAS or IMQ was topically applied from day 6 to day 10.

### Immunohistochemical Analysis

Paraffin-embedded skin specimens were prepared by routine methods, and the sections were stained by hematoxylin-eosin (H&E) with additional immunostaining for Ki-67. The sections were deparaffinized with xylene and rehydrated through the incubation with graded alcohol into water. For H&E staining, the sections were then stained with hematoxylin, washed with PBS, differentiated with hydrochloric acid ethanol, and stained with eosin. Pathological change was examined under the Olympus CX33/BX53 optical microscope (Olympus, Southborough, MA, United States). Epidermal hyperplasia (acanthosis) was measured as the average length between the basement membrane and the stratum corneum. Papillomatosis index is the ratio of the length of the dermal-epidermal junction to the surface length of the epidermis. For Ki-67 staining, heat-induced epitope retrieval was performed in EDTA buffer (#RC016, RecordBio) at pH 8.3% hydrogen peroxide was utilized to block endogenous peroxidase activity. The sections were then incubated with anti-Ki-67 antibody (#ab16667, Abcam) overnight at 4°C, followed by incubation with REAL EnVision and visualized by DAB^+^ (#K5007, DAKO). Ki-67 staining was evaluated semi-quantitatively according to the expression level of cytoplasmic brown staining in five random epidermal fields under 400x magnification performed independently by two researchers. The intensity of staining (IS, intensity score) was assessed as: absent (0), weak (1), moderate (2), and strong (3). The percentage of stained cells (PS, proportion score) was scored: 0–5% (0), 6–25% (1), 26–50% (2), 51–75% (3), and 75–100% (4). H-score was computed as the average value of the multiplication of IS and PS and interpreted by the following way: 0 as negative staining, 1 to 4 as weak positive staining, 5 to 8 as medium positive staining and 9 to 12 as strong positive staining.

### Enzyme-Linked Immunosorbent Assay

IL-17 levels in the serum samples collected from experimental mice were measured using mouse IL-17A ELISA kit (RayBio, Norcross, GA, United States) according to the manufacturers’ instructions.

### Dermal Single-Cell Suspension Preparation

Mouse ears were harvested and incubated in dispase II (5 mg/ml; #D4693, Sigma) for 1 h at 37°C. Dermal sheet was peeled from epidermal sheet, cut into little pieces, and digested at 37°C in DMEM (#SH30022.01, Hyclone) containing collagenase IV (1 mg/ml; #SH30256.01B, Hyclone) and DNase (0.015 mg/ml; #B002004, Diamond) for one and a half hour. Dermal single-cell suspension was harvested by passing through a 40 μm cell strainer (#CSS-010-040, Biofil).

### *In Vitro* PMA and Ionomycin Activation Assay

T cell culture medium was RPMI 1640 (#11875119, Gibco) supplemented with heat-inactivated fetal bovine serum (10%; #SH30084.03, Hyclone), penicillin G (100U/ml; #B540733, Sangon), streptomycin sulfate (100 μg/ml; #B540733, Sangon) and amphotericin B (2.5 μg/ml; #B540733, Sangon). Mouse skin-draining axillary, brachial and inguinal lymph nodes (LN) were harvested. LN single-cell suspensions were prepared through grinding by glass slides and filtering through a 40 μm cell strainer. LN and dermal cells were cultured in T cell culture medium in the presence of phorbol-12-myristate-13-acetate (PMA; 50 ng/ml; #P1585, Sigma), ionomycin (1mM; #abs42019871, Absin) and brefeldin A (1:1000; #347688, BD) for 4 h.

### Flow Cytometric Analysis

Single-cell suspensions were preincubated with anti-CD16/CD32 antibodies (Ab; clone 2.4G2; #553141, BD Biosciences) for 15 min at 4°C. To discriminate viable cells from dead cells, cells were stained with fixable viability stain (#564406, BD Biosciences) for 10 min at room temperature. For the analysis of surface markers, cells were stained with anti-CD3 Ab (clone 145-2C1; #553061, BD Biosciences), anti-CD4 Ab (clone GK1.5; #562891, BD Biosciences), anti-CD25 Ab (clone 3C7; #101904, Biolegend), anti-CD45 Ab (clone 30-F11; #103134, Biolegend), anti-CD11b Ab (clone M1/70; #553310/#564455, BD Biosciences), anti-TCRβ Ab (clone H57–597; #560657, BD Biosciences), anti-γδTCR Ab (clone GL3; #118115, Biolegend), anti-MHC-II Ab (clone M5/114.15.2; #563414, BD Biosciences), anti-F4/80 Ab (clone T45-2342; #565410, BD Biosciences), anti-CD11c Ab (clone HL3; #566505, BD Biosciences), anti-Ly6C Ab (clone AL-21; #553104, BD Biosciences), and anti-Ly6G Ab (clone 1A8; #560599, BD Biosciences) for 30 min at 4°C protected from light. For cytoplasmic staining, cells were fixed and permeabilized with BD Cytofix/Cytoperm (#51-2090KZ, BD Biosciences) and were stained with anti-mouse IFN-γ Ab (clone XMG1.2; #505810, Biolegend), anti-mouse IL-4 Ab (clone 11B11; #560699, BD Biosciences), anti-mouse IL-17 Ab (clone TC11-18H10; #559502, BD Biosciences) and incubated for 30 min at 4°C. For intranuclear staining, cells were fixed and permeabilized with Foxp3/Transcription Factor Fixation/Permeabilization Concentrate and Diluent (#00-5521-00, eBioscience), and were then stained with anti-mouse Foxp3 Ab (clone MF-14; #126408, Biolegend), anti-Ki-67 Ab (clone B56; #556027, BD Biosciences) and anti-ROR-γt Ab (clone Q31-378; #564723, BD Biosciences). For Annexin-V staining, cells were resuspended in 1x annexin-binding buffer (#556454, BD Biosciences) and stained with Annexin-V (#640908, Biolegend) for 15 min at room temperature. Finally, cells were assayed with BD LSRFortessa Cytometer, and analyzed with FlowJo software (Treestar). Gate strategy of LN CD4^+^ T cells, LN γδT cells, dermal neutrophils, dermal inflammatory monocytes, dermal CD4^+^ T cells, and dermal γδT cells were demonstrated in Supplementary Figure S3.

### RNA Sequencing Analysis

Total RNA samples were prepared from intact epidermal or dermal ear sheets of mouse ear skin from two mice. Double-strand cDNA was generated from equal amounts of total RNA by following TruSeq8 RNA Library Prep Kit v2 (#RS-122-2001/2002, Illumina). The cDNA libraries were sequenced using Illumina Hi-seq2500. STAR software was utilized for sequence alignment between the preprocessing sequence and reference genome sequence of mice downloaded from the Ensembl database (Mus_musculus.GRCm38.90,ftp://ftp.ensembl.org/pub/release-90/gtf/mus_musculus/Mus_musculus.GRCm38.90. chr.gtf.gz). Transcript assembly of mRNA sequencing data was performed by StringTie software. DESeq 2 was applied to conduct the analysis of differentially expressed genes (DEG). The cutoffs of DEG were determined as the adjusted *P* value ≤0.05 and the |log_2_FC| ≥ 1. Functional annotations of the DEGs were conducted using Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways analysis and Gene Set Enrichment Analysis (GSEA).

### Statistical Analysis

GraphPad Prism 6.0 software was utilized for statistical analysis. Student's t-test or one-way ANOVA were utilized to analyze the differences between the groups following Gaussian distributions with homogeneity of variance. Data that did not follow Gaussian distributions were analyzed using the Kruskal-Wallis test. Differences were statistically significant when *P* < 0.05.

## Results

### UPLC-Q/TOF-MS Analysis of Xiao-Yin-Fang

A UPLC-Q/TOF-MS method in both negative and positive ion modes was employed to rapidly characterize the major constituents in XYF. A total of 57 compounds were unambiguously or tentatively characterized by comparing their retention times and MS data with reference standards or with data reported in the literature (Supplementary Figure S1). These compounds were all derived from five medicinal materials that composed XYF, and did not contain any conventional immunosuppressants. Seven representative chemical compounds were chosen as chemical markers and quantified to evaluate the quality of relevant medicinal materials, including (R, S)-goitrin (1, Rt 9.928 min), baicalin (2, Rt 35.44 min), salvianolic acid B (3, Rt 38.63 min), tanshinone II a (7, Rt 58.63 min), matrine (5, Rt 11.03 min), oxymatrine (6, Rt 13.75 min), and emodin (4, Rt 56.12 min) (Figure 1). Quantitative determination of these seven compounds by UPLC-DAD was performed on a Waters H-Class UPLC system at different wavelengths. As a result, the contents of these seven compounds in XYF were 0.132 mg/g, 12.626 mg/g, 6.154 mg/g, 0.014 mg/g, 2.514 mg/g, 1.757 mg/g, and 0.007 mg/g, respectively.

**FIGURE 1:**
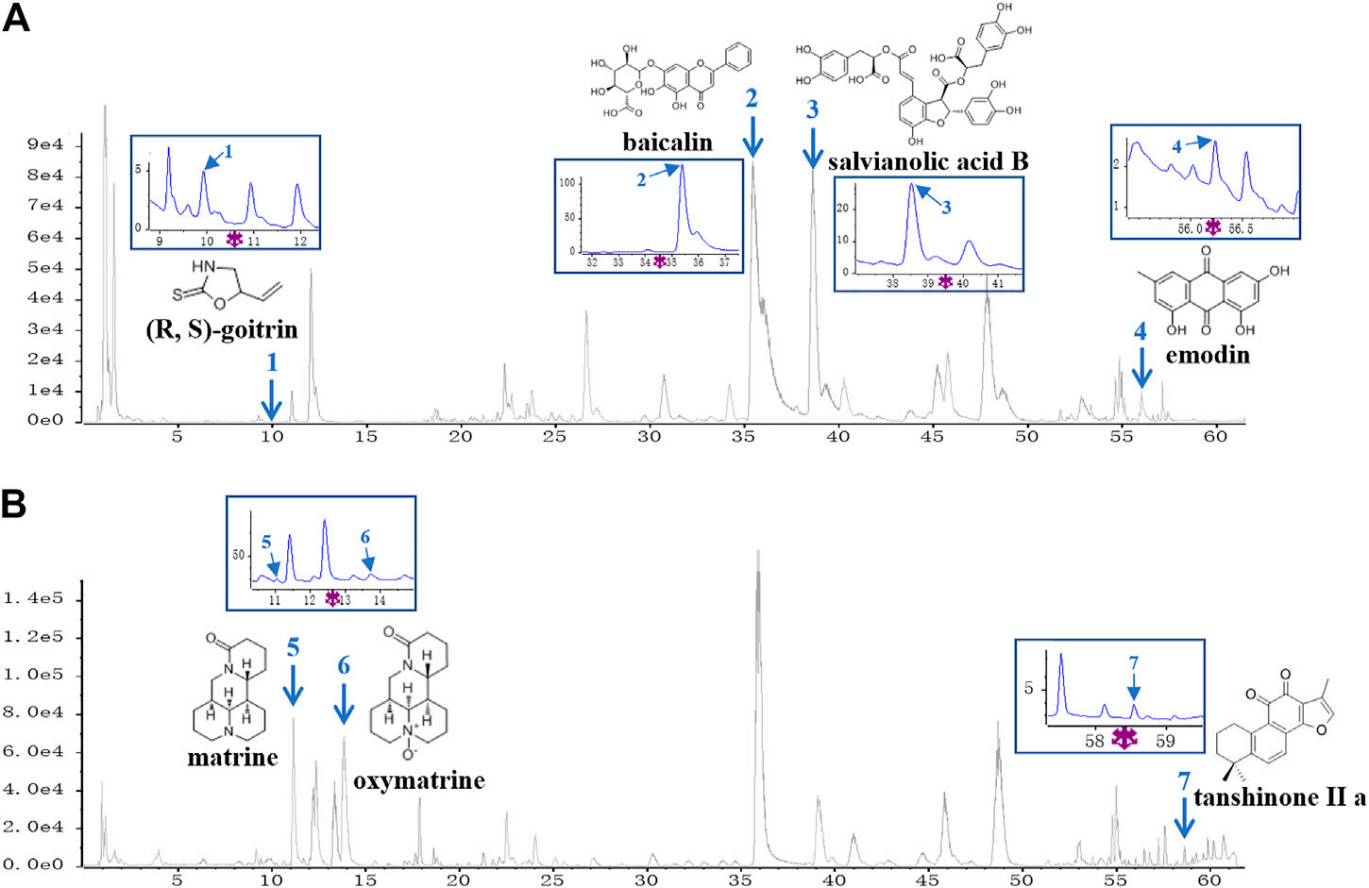
UPLC-Q/TOF-MS analysis of Xiao-Yin-Fang. Base Peak Chromatograms of Xiao-Yin-Fang (XYF) in ESI-negative mode **(A)** and ESI-positive mode **(B)** together with the chemical structures and ultraviolet (UV) chromatograms of seven components (1, (R, S)-goitrin; 2, baicalin; 3, salvianolic acid B; 4, emodin; 5, matrine; 6, oxymatrine; 7, tanshinone II a).

### Xiao-Yin-Fang Alleviates Imiquimod-Induced Psoriasis-like Skin Inflammation

To explore the potential mechanism of XYF in psoriasis, we utilized IMQ-induced psoriasis-like dermatitis mouse model. Mice were divided into six groups and treated as depicted in Figure 2A. Multi-glycoside of *Tripterygium wilfordii Hook. f* (GTW), also termed as Tripterygium glycosides, is a widely acknowledged efficacious psoriasis-treating TCM agent and has been proven to ameliorate murine psoriasis-like dermatitis, which was therefore chosen as positive drug in our study (Han et al., 2012; Wu et al., 2015a; Zhao et al., 2016; Lv et al., 2018; Nguyen et al., 2020a; Ru et al., 2020). As modeling with IMQ generated skin lesions resembling human plaque psoriasis, mice pretreated with XYF displayed lighter erythema, smoother skin, and thinner scales than mice treated with IMQ alone (Figure 2B). Moreover, XYF exerted therapeutic effects in a dose-dependent manner that high-dose XYF was as potent as GTW in alleviating psoriasis-like dermatitis (Figure 2B). These findings were verified by the evaluation of PASI score (Figure 2C) and back skin thickness (Figure 2D). Besides, the application of XYF did not cause any behavioral abnormality or extra weight loss in mice (Figure 2E). Subcutaneous vessel dilation was also less prominent in the mice from high-dose XYF group than model group (Supplementary Figure S2). In accordance, the histological examination showed that both high-dose XYF and GTW significantly reduced epidermal acanthosis and elevated papillomatosis index in an equal manner (Figures 2F–H). As the expression of Ki-67 in keratinocytes was upregulated in model mice, high-dose XYF group considerably decreased Ki-67^+^ H-score to a similar degree as GTW (Figures 2I,J). Overall, XYF therapy substantially alleviated IMQ-induced psoriasis-like skin inflammation when administered at the high dosage, which demonstrated a comparable efficacy as GTW. Therefore, high-dose XYF was employed in the following study.

**FIGURE 2:**
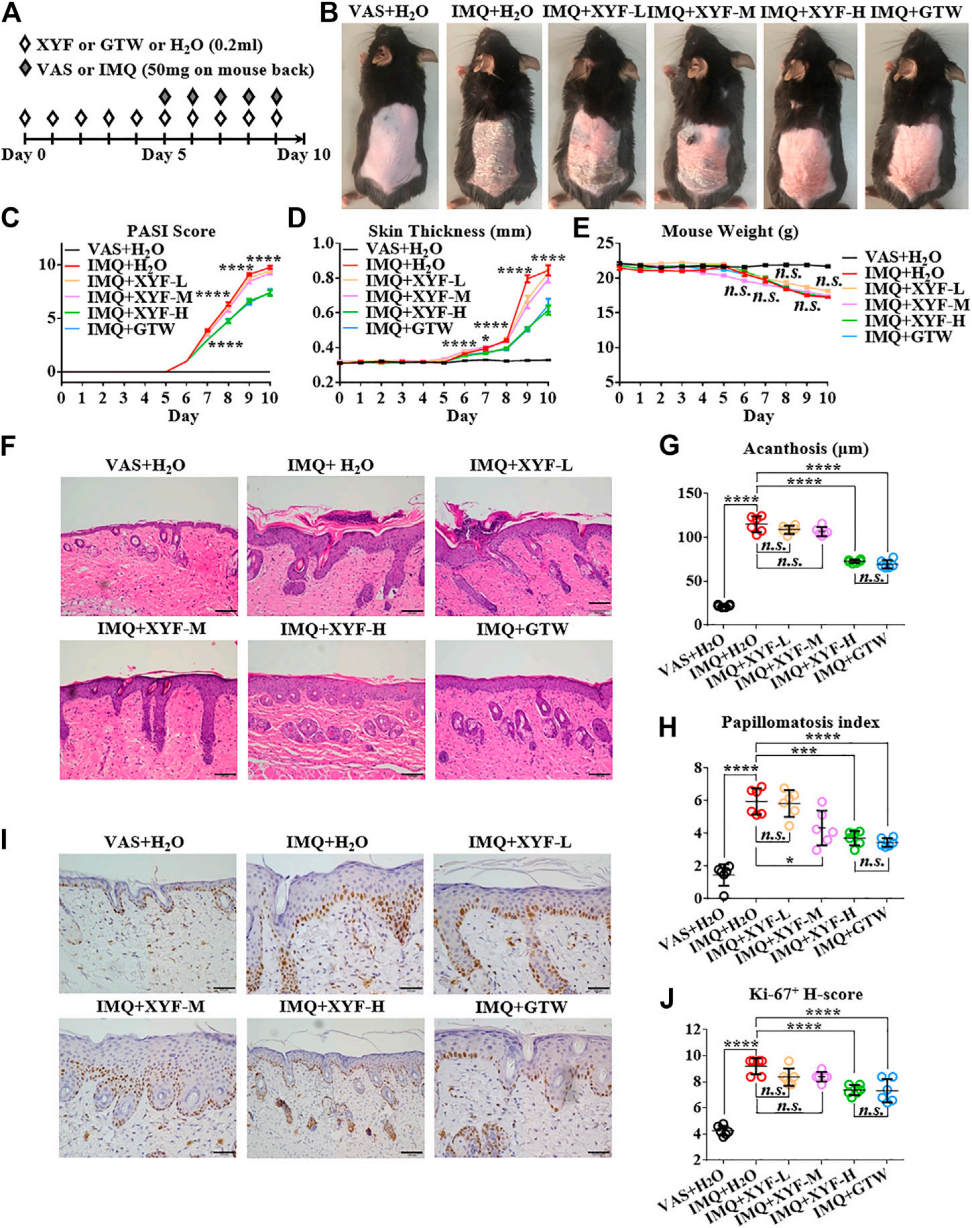
High-dose Xiao-Yin-Fang alleviated imiquimod-induced psoriasis-like skin inflammation on mouse back. **(A)** Schematic of the experimental procedures. Mice were given different-dose Xiao-Yin-Fang (XYF), multi-glycoside of *Tripterygium wilfordii Hook. f.* (GTW) solution or distilled water (H_2_O) by gavage twice daily from day 0 to day 9, and received imiquimod (IMQ) or Vaseline (VAS) application on shaved back skin once a day from day 5 to day 9. **(B)** Representative pictures of mouse skin lesions (XYF-L, low-dose XYL; XYF-M, medium-dose XYF; XYF-H, high-dose XYF). **(C–E)** Evaluation of PASI score **(C)**, skin thickness **(D)** and body weight **(E)** of mice. The statistic differences between IMQ + XYF-H group and IMQ + H_2_O group were annotated (*n* = 54, three independent experiments). **(F)** H&E staining and calculated epidermal acanthosis **(G)** and papillomatosis index **(H)** (x200; bar = 100 μm; *n* = 36, three independent experiments). **(I)** Ki-67 staining and assessment of its H-score of epidermal fields **(J)** (x200; bar = 100 μm; *n* = 36, three independent experiments). The data were presented as mean ± s.e.m.

### Xiao-Yin-Fang Prevents Lymphnode γδT Cell Secretion of IL-17

Since T lymphocytes play a vital role in the pathogenesis of psoriasis, we next sought to investigate the impact of XYF on T cell subsets within skin-draining lymph nodes (LN). Compared with control mice, we detected a decreased ratio of LN CD4^+^ T cells with greater IL-17 production in model mice (Supplementary Figure S4A–D). The proportion of regulatory T (Treg; CD25^+^Foxp3^+^) cells in CD4^+^ T cells was also increased (Supplementary Figure S4E). However, neither XYF nor GTW disturb the balance in Th and Treg cells (Supplementary Figure S4). While serum IL-17 levels were upregulated in model mice, the application of XYF reduced the serum contents of IL-17 (Supplementary Figure S5). Previous research demonstrated that γδT cells are the main source of IL-17 in psoriasis-like dermatitis (Cai et al., 2011). Accordantly, the percentage and number of LN γδT cells were substantially elevated in model mice (Figure 3A), and their secretion of IL-17 was raised approximately threefold (Figure 3B). Although XYF failed to suppress the expansion of LN γδT cells (Figure 3A), it drastically hindered their polarization into γδT17 cells to a comparable extent as GTW (Figure 3B). Hence, XYF therapy might exert its anti-inflammatory role in psoriasis-like dermatitis mainly through its inhibition of γδT17 polarization.

**FIGURE 3:**
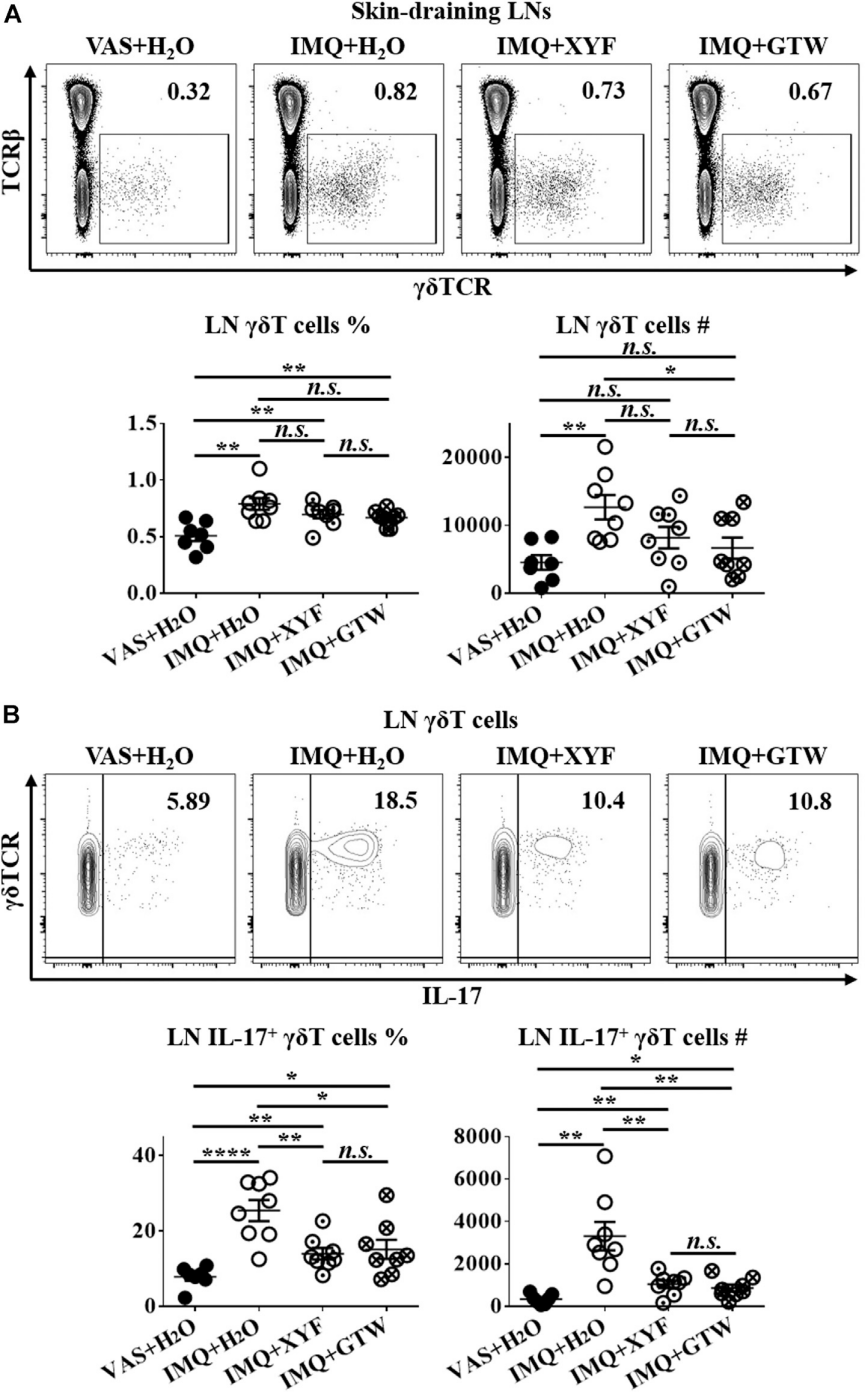
Xiao-Yin-Fang therapy prevented lymphnode γδT cell secretion of IL-17. Mice were treated as in Figure 2. Skin-draining axillary, brachial and inguinal lymph nodes (LN) were harvested on day 10. Freshly isolated LN cells were *in vitro* cultured in the presence of PMA, ionomycin and Brefeldin A for 4 h. LN cells were then stained with anti-CD45, TCRβ, γδTCR, CD11b, and IL-17 antibodies, which were analyzed by flow cytometry. Representative scatter plots, the ratios, and numbers of LN γδT cells **(A)** and IL-17^+^ γδT cells **(B)**. *n* = 31, three independent experiments. The data were presented as mean ± s.e.m.

### Xiao-Yin-Fang Suppresses Dermal γδT17 Cell Polarization

Given that skin-resident γδT cells elicited direct action in local inflammation, we established the model of psoriasis-like dermatitis on mouse ears to assess the role of dermal γδT cells in the curative effects of XYF (Figure 4A). As depicted in Figures 4B–H, XYF significantly reduced the disease severity of psoriasis-like dermatitis on mouse ears. While neutrophils (Ly6C^+^Ly6G^+^) and inflammatory monocytes (Ly6C^+^Ly6G^−^) gathered in the dermis following IMQ application, XYF considerably lowered their cell numbers rather than their percentages (Figures 4I–K), corroborating the anti-psoriasis effect of XYF. In line with the findings of LNs, XYF did not affect the homeostasis and function of dermal conventional T cells (Supplementary Figure S6).

**FIGURE 4:**
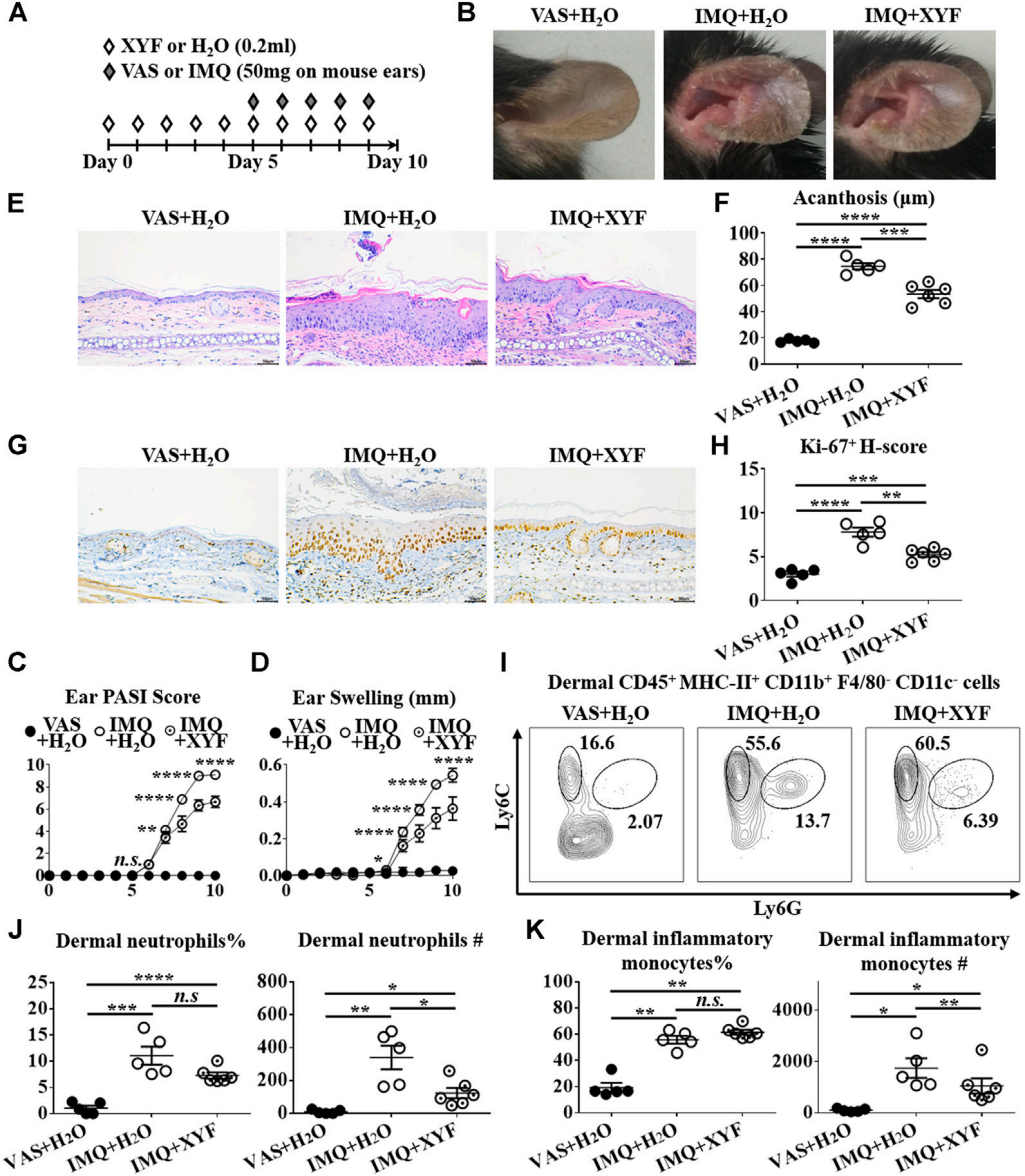
Xiao-Yin-Fang lessened imiquimod-induced psoriasis-like dermatitis on mouse ears. **(A)** Schematic of the experimental procedures. Mice were given XYF or H_2_O by gavage twice daily from day 0 to day 9, and received IMQ or VAS application on mouse ears once a day from day 5 to day 9 **(B)** Representative pictures of mouse ear lesions. **(C, D)** Evaluation of PASI score **(C)** and skin swelling **(D)** of mouse ears (*n* = 27, three independent experiments) **(E)** H&E staining and calculated epidermal acanthosis **(F)** (x200; bar = 50 μm; *n* = 18, three independent experiments). **(G)** Ki-67 staining and assessment of its H-score of epidermal fields **(H)** (x200; bar = 50 μm; *n* = 18, three independent experiments). **(I–K)** Freshly isolated dermal cells were obtained and stained with anti-CD45, MHC-II, CD11b, F4/80, CD11c, Ly6C, and Ly6G antibodies, which were analyzed by flow cytometry. **(I)** Representative scatter plots of dermal neutrophils and inflammatory monocytes. The ratios and cell numbers of dermal neutrophils **(J)** and inflammatory monocytes **(K)** (*n* = 16, three independent experiments). The data were presented as mean ± s.e.m.

Previous studies have uncovered that dermal γδT cells were predominantly γδ^int^ T cells with a minor population being γδ^high^ T cells (Cai et al., 2011). And, dermal γδ^int^ T cells were the main source of IL-17 in psoriasis-like dermatitis, whereas γδ^high^ T cells barely produced IL-17 (Cai et al., 2011; Riol-Blanco et al., 2014). Hence, we focused on dermal γδ^int^ T cells in the following research. While dermal γδ^int^ T cells were expanded in model mice, XYF diminished the quantity of γδ^int^ T cells (Figures 5A,B). The expressions of Ki-67 and Annexin-V in γδ^int^ T cells were comparable between model and XYF group (Figures 5C,D), suggesting that XYF did not influence γδ^int^ T cell survival. Thus, the decrease in γδ^int^ T cells triggered by XYF might result from its impact on cell trafficking. Remarkably, while IL-17 secretion by γδ^int^ T cells tripled in model mice versus control mice, XYF significantly repressed γδ^int^ T cell production of IL-17 (Figure 5E). In accordance, the expression of ROR-γt, which was a house-keeping transcription factor of γδT17 cells, was enhanced in γδ^int^ T cells from model mice, whereas XYF considerably downregulated its expression (Figure 5F). In total, XYF might ameliorate psoriasis-like skin inflammation mainly through hampering dermal γδ^int^ T cell trafficking and suppressing their polarization into γδT17 cells.

**FIGURE 5:**
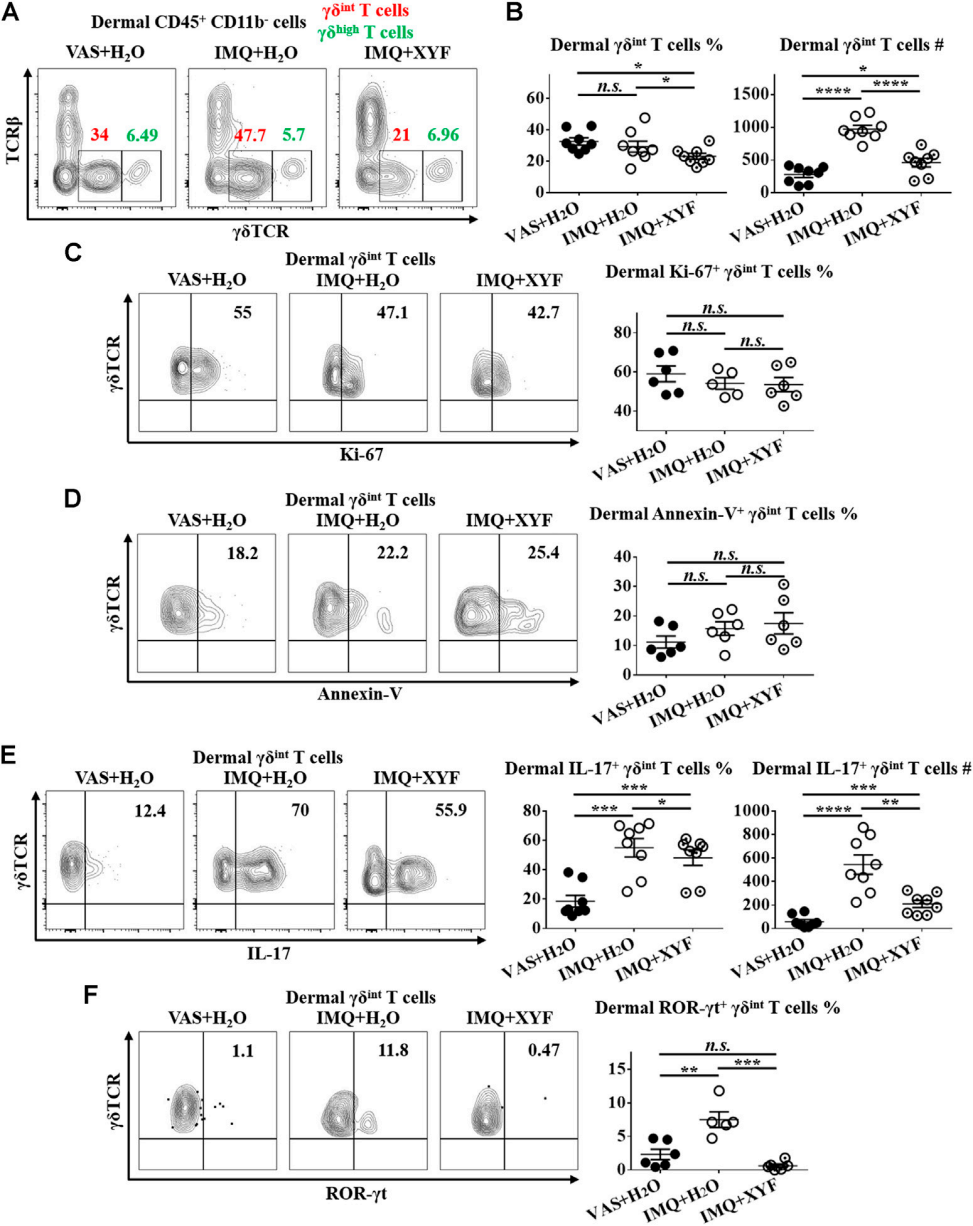
Xiao-Yin-Fang suppressed dermal γδT17 cell polarization. Mice were treated as in Figure 4, and the dermal cells of mouse ears were harvested. **(A–C)** Freshly isolated dermal cells were *in vitro* cultured in the presence of PMA, ionomycin and Brefeldin A for 4 h. Cultured dermal cells were stained with anti-CD45, TCRβ, γδTCR, and CD11b antibodies (*n* = 24, four independent experiments) **(A)** Representative scatter plots of dermal γδ^int^ T cells and γδ^high^ T cells. **(B)** The ratios and numbers of dermal γδ^int^ T cells. **(C)** Uncultured dermal cells were stained with anti-CD45, TCRβ, γδTCR, CD11b and Ki-67 antibodies. Representative scatter plots and the ratios of dermal Ki-67^+^ γδ^int^ T cells (*n* = 17, three independent experiments). **(D)** Uncultured dermal cells were stained with anti-CD45, TCRβ, γδTCR, CD11b and Annexin-V antibodies. Representative scatter plots and the ratios of dermal Annexin-V^+^ γδ^int^ T cells (*n* = 18, three independent experiments). **(F)** Cultured dermal cells were stained with anti-CD45, TCRβ, γδTCR, CD11b, and IL-17 antibodies. Representative scatter plots, the ratios and numbers of dermal IL-17^+^ γδ^int^ T cells (*n* = 24, three independent experiments). **(G)** Uncultured dermal cells were stained with anti-CD45, TCRβ, γδTCR, CD11b, and ROR-γt antibodies. Representative scatter plots and the ratios of dermal ROR-γt^+^ γδ^int^ T cells (*n* = 17, three independent experiments). The data were presented as mean ± s.e.m.

### Xiao-Yin-Fang Alleviates The Relapse of Psoriasis-Like Dermatitis and Prohibits Dermal γδ^int^ T Cell Reactivation.

As psoriasis has a notable propensity for recurrence, we exploited a relapsing model of psoriasis-like dermatitis to examine the therapeutic effects of XYF in psoriasis recurrence by applying IMQ cream on left ear and reapplying them on right ear one week later (Supplementary Figure S7) (Ramirez-Valle et al., 2015). As expected, the restimulation with IMQ exacerbated the severity of psoriasis-like dermatitis, which was successfully lessened by the treatment with XYF (Figure 6A). Evaluations of PASI score, ear swelling, epidermal acanthosis and Ki-67 H-score confirmed the therapeutic effects of XYF (Figures 6B–G). Consistently, the secondary application of IMQ further augmented γδ^int^ T cells and increased their IL-17 production, whereas XYF decreased γδ^int^ T cells and suppressed their secretion of IL-17 (Figures 6H–J). In sum, XYF might be beneficial to prevent the relapse of psoriasis through impeding γδ^int^ T cell reactivation and their polarization into γδT17 cells.

**FIGURE 6:**
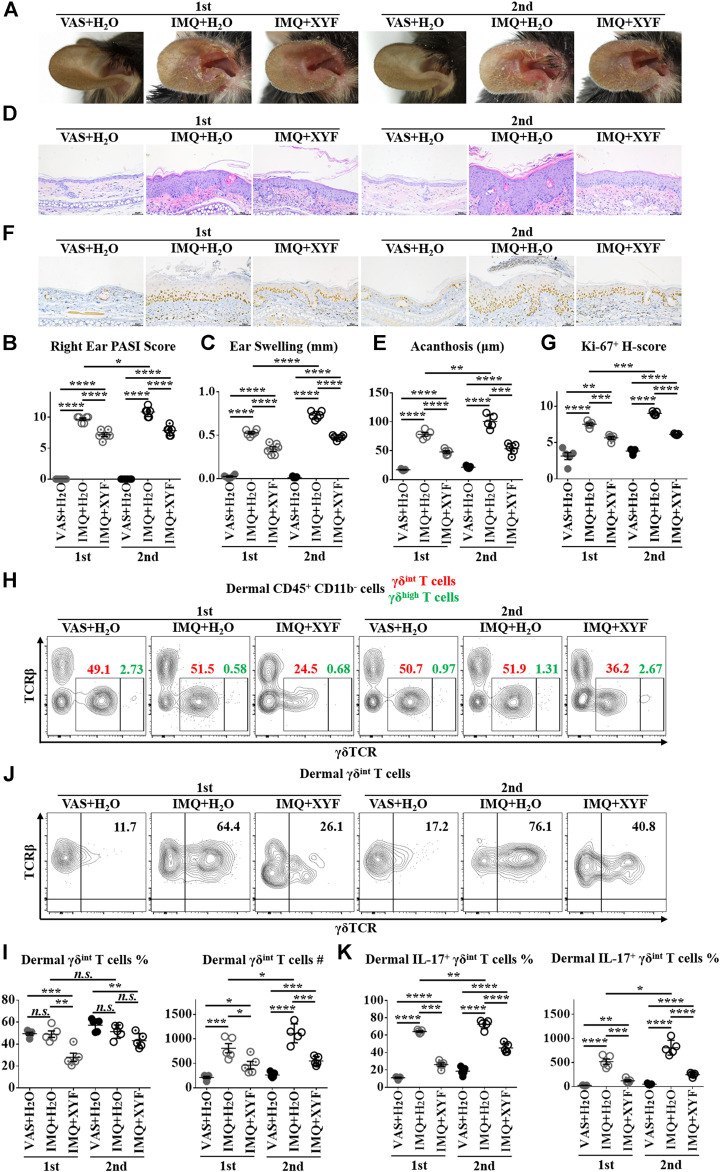
Xiao-Yin-Fang alleviated the relapse of psoriasis-like dermatitis and prohibited dermal γδ^int^ T cell reactivation. Mice were treated as in Supplementary Figure S7. **(A)** Representative pictures of mouse right ear lesions (1st: the initial occurrence of psoriasis-like dermatitis; 2nd: the recurrence of psoriasis-like dermatitis). **(B, C)** Evaluation of PASI score **(B)** and skin swelling **(C)** of mouse right ears (*n* = 36, two independent experiments). **(D)** H&E staining and calculated epidermal acanthosis **(E)** (x200; bar = 50 μm; *n* = 30, two independent experiments). **(F)** Ki-67 staining and assessment of its H-score of epidermal fields **(G)** (x200; bar = 50 μm; *n* = 30, two independent experiments). **(H-K)** Freshly isolated dermal cells were *in vitro* cultured in the presence of PMA, ionomycin and Brefeldin A for 4 h. Cultured dermal cells were stained with anti-CD45, TCRβ, γδTCR, CD11b, and IL-17 antibodies (*n* = 30, two independent experiments). **(H)** Representative scatter plots of dermal γδ^int^ T cells and γδ^high^ T cells. **(I)** The ratios and numbers of dermal γδ^int^ T cells. **(J)** Representative scatter plots of dermal IL-17^+^ γδ^int^ T cells. **(K)** The ratios and numbers of dermal IL-17^+^ γδ^int^ T cells. The data were presented as mean ± s.e.m.

### Transcriptional Analysis of Therapeutic Effects of Xiao-Yin-Fang

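Total RNA was taken from intact epidermal sheets of mouse ears in 3 groups of 3 libraries each. The control group received Vaseline and water (VAS + H2O), the model group received imiquimod, an agonist of Toll-like receptor 7, and water (IMQ + H2O), and the XYF group received imiquimod and the XYF decoction (IMQ + XYF). XYF was given by gavage at 23.3 mg/g for 10 days, and imiquimod or Vaseline was applied to the ears on 5 of those days. The methods give 1 gavage per day, while the legends of Fig. 2 and Fig. 4 give 2. The methods state that the ear sheets came from 2 mice, without saying whether that is per library. The authors prepared TruSeq libraries, sequenced them on an Illumina instrument, aligned the reads with STAR to GRCm38 with the annotation of Ensembl release 90, and assembled transcripts with StringTie. The values the authors deposited for each gene and library are whole numbers without normalization, and were treated as raw counts. The paper's text does not name the tool that gave them, and whether they are rounded estimates could not be checked. Between 30298275 and 64771160 counts per library fell on genes, with a median of 34689174 in VAS + H2O, 39617029 in IMQ + H2O and 34913386 in IMQ + XYF. These totals were 74.3% to 77.8% of the clean reads listed in Supplementary Table S1. A floor of 3 counts corresponded to 0.0463 to 0.0990 CPM, the counts of a gene scaled to the total of its library, and this floor covers counting error only. The 10 genes with the most counts took 10.7% to 13.4% of each library. Counts were normalized by edgeR's TMM method, whose factors lay between 0.956 and 1.06, and the CPM values of genes are normalized in this way, while the floor is on the totals themselves. Each pair of groups was fitted by itself with edgeR's quasi-likelihood test after its low-count filter (filterByExpr). A gene was called a DEG at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper's methods. DESeq2, the tool the paper names, was run as an alternative. Gene positions are from GENCODE release M21 on GRCm38. With 3 libraries against 3, a two-sided exact permutation test cannot give a p under 0.1. Libraries of the same group differed by more than counting noise, with a chi-square per gene between 26.1 and 82.7 over the pairs of replicates.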

To further explore the potential mechanisms of XYF therapy, RNA sequencing analysis was performed (Supplementary Table S1). Heatmap analysis of differentially expressed genes (DEG) revealed distinct transcriptomes between different groups (Figures 7A,B). 

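In the epidermis, the 9 libraries were compared on the log2 CPM of the 1000 most variable genes. The pseudo-F, which sets the spread between groups against the spread within them, was 3.06 for the 3 groups (exact permutation test over 280 arrangements of the libraries, p = 0.0143, where the smallest possible p is 0.00357). For pairs of groups it was 4.70 between IMQ + H2O and VAS + H2O and 4.40 between IMQ + XYF and VAS + H2O (exact permutation tests, p = 0.1 for each). Between IMQ + XYF and IMQ + H2O it was 1.11 (exact permutation test, p = 0.3). The mean distance between an IMQ + XYF and an IMQ + H2O library, as the root mean square log2 difference per gene, was 2.14, against 2.23 within IMQ + H2O and 1.97 within IMQ + XYF. It was 2.97 between IMQ + H2O and VAS + H2O, against 1.96 within VAS + H2O. Of 18492 genes, 44.5% had no overlap between the IMQ + H2O and VAS + H2O libraries and 10.7% had none between IMQ + XYF and IMQ + H2O, where chance gives 10%.

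**Figure D1:**
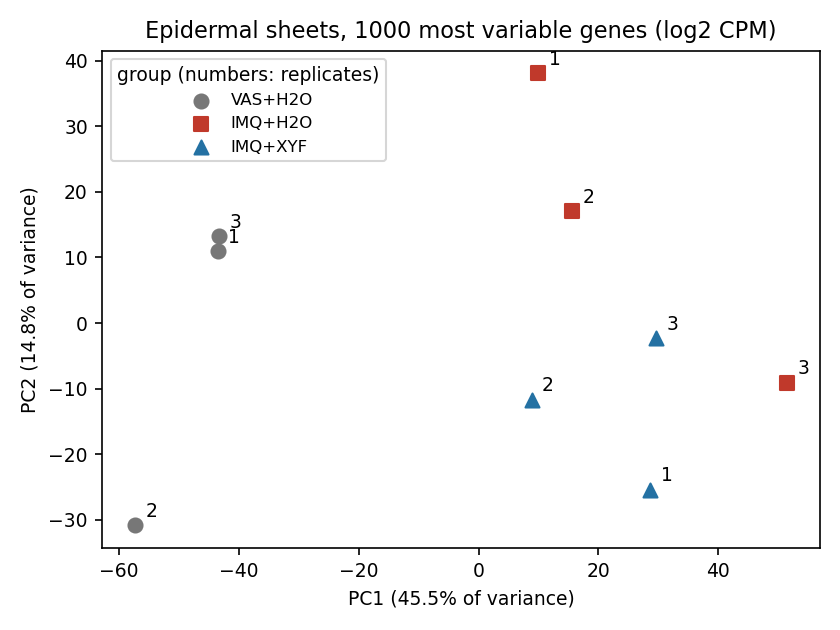
Principal components of the log2 CPM of the 1000 most variable genes in the 9 epidermal libraries, with each point a library and each color a group. The horizontal axis holds 45.5% of the variance and the vertical axis 14.8%; the 3 VAS + H2O libraries lie to the left of the other 6 libraries.

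Between IMQ + H2O and VAS + H2O, 1383 of 18009 tested genes were DEGs, 656 of them higher and 727 lower in IMQ + H2O. Among the alternatives, a threshold on the adjusted p alone raised this count most, to 3986. A test against a log2 fold change of 1, in place of a cutoff on it, lowered the count most, to 65. Between IMQ + XYF and IMQ + H2O, 5 of 17793 tested genes were DEGs, all higher with XYF, and 966 genes had an unadjusted p under 0.05. With no change in any gene, a share of 0.05 of the tested genes is expected to have such a p, so this count alone shows no effect. DESeq2 called 1641 and 129 DEGs in these comparisons, among them 1340 of the 1383 and all 5. Among genes without overlap between IMQ + H2O and VAS + H2O, Slpi (ENSMUSG00000017002, chromosome 2, 164354070 to 164389095), which encodes a protease inhibitor, had one of the smallest adjusted p-values. It had 3.39 ± 0.145 CPM (SD, n = 3) in VAS + H2O, 89.2 ± 22.3 in IMQ + H2O and 84.6 ± 20.3 in IMQ + XYF. Its log2 fold change in IMQ + H2O against VAS + H2O was 4.67 (standard error 0.21, adjusted p = 0.00148 from edgeR). Klk6 (ENSMUSG00000050063, chromosome 7, 43824499 to 43832030), a kallikrein whose reads could have been shared with related kallikrein genes, rose from 13.7 ± 2.39 to 243 ± 54.3 CPM (SD, n = 3), a log2 fold change of 4.10 (standard error 0.21, adjusted p = 0.00148 from edgeR). Ehf, Aox4 and Tcf23 were the other 3 genes chosen among the higher ones, with log2 fold changes of 1.66, 2.28 and 6.31. Among the lower genes, Mrc2 (ENSMUSG00000020695, chromosome 11, 105292643 to 105351139) fell from 90.9 ± 3.60 to 42.7 ± 2.33 CPM (SD, n = 3), a log2 fold change of -1.14 (standard error 0.08, adjusted p = 0.00214 from edgeR). Tlr5, Adgra3 and Hspa2 had log2 fold changes of -1.60, -1.25 and -1.22. The histone gene Hist2h2aa1 had 271, 185 and 143 counts in the VAS + H2O libraries and 0 in the other 6. Its near-identical copy Hist2h2aa2 had 0 in all 9, and how reads shared by the copies were assigned is not known. Of the 5 DEGs between IMQ + XYF and IMQ + H2O, Rnf13 (ENSMUSG00000036503, chromosome 3, 57736062 to 57835233) rose from 36.3 ± 2.73 to 87.9 ± 5.39 CPM (SD, n = 3), a log2 fold change of 1.27 (standard error 0.09, adjusted p = 0.0119 from edgeR). With each library left out in turn it stayed between 1.21 and 1.32, while the number of DEGs in these 6 fits ranged from 0 to 5. Tnpo1 rose from 73.05 ± 4.07 to 149.6 ± 5.49 CPM (SD, n = 3), a log2 fold change of 1.03 (standard error 0.07, adjusted p = 0.0119 from edgeR). Neither Rnf13 nor Tnpo1 was a DEG between IMQ + H2O and VAS + H2O, with log2 fold changes of -0.28 and -0.22. The other 3 were the collagen genes Col9a1, Col11a2 and Col27a1.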

And, XYF partially reversed the pathological transcriptional alternations in psoriasis-like dermatitis (Figures 7A,B). 

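For the epidermis, each library was projected on the difference between IMQ + H2O and VAS + H2O over their DEGs, with the mean of VAS + H2O at 0 and that of IMQ + H2O at 100. On this scale the IMQ + H2O libraries lay at 90.5, 92.8 and 117 (SD 14.5, n = 3) and the IMQ + XYF libraries at 82.8, 81.3 and 88.8, a mean of 84.3 ± 3.97 (SD, n = 3). The difference was -15.7 (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The IMQ + H2O libraries both chose the DEGs and set the scale. Over the DEGs lower in IMQ + H2O alone, the IMQ + XYF libraries had a mean of 61.1 ± 10.1 (SD, n = 3), a difference of -38.9 (exact permutation test, two-sided, p = 0.1). Over the DEGs higher in IMQ + H2O alone, their mean was 99.1 ± 6.34 (SD, n = 3), a difference of -0.895 (exact permutation test, two-sided, p = 1), which was within the spread between replicates. Over the genes of a list for IL-17 signaling the score of IMQ + XYF was higher than that of IMQ + H2O, by 1.28 (exact permutation test, two-sided, p = 1).

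**Figure D2:**
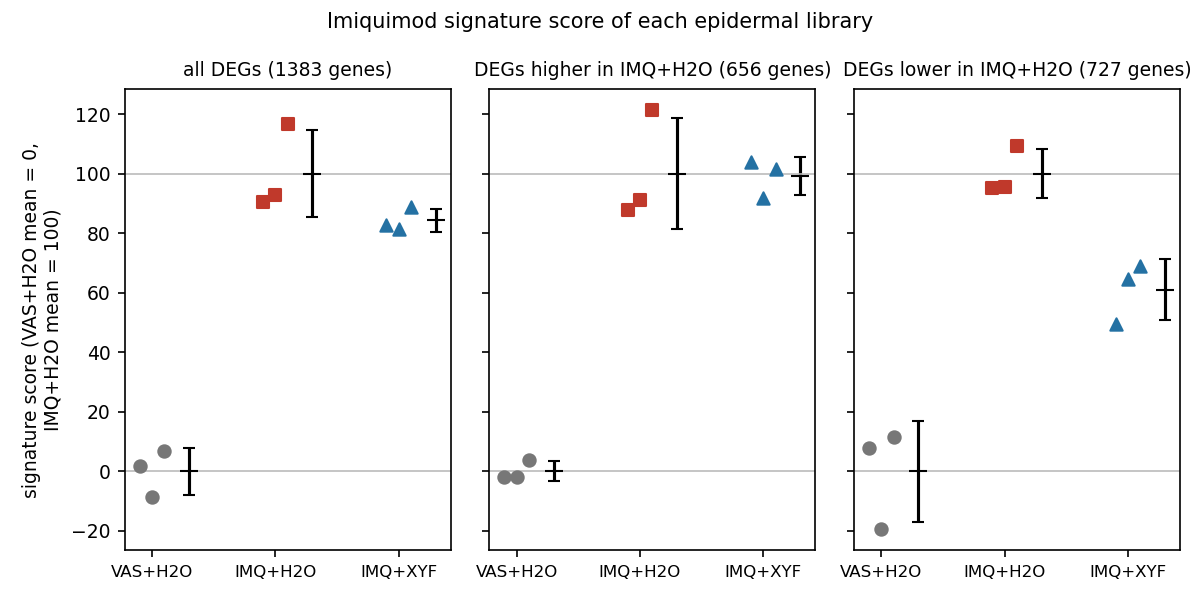
Signature score of each epidermal library, on a scale with the mean of VAS + H2O at 0 and that of IMQ + H2O at 100, over all DEGs of that comparison, over the higher DEGs and over the lower DEGs. Points are libraries and black bars are the mean ± SD of 3; the IMQ + XYF mean is 84.3 over all DEGs, 99.1 over the higher and 61.1 over the lower ones.

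For each DEG, the share of the change under imiquimod that was reversed with XYF was also computed with an IMQ + H2O library held out. That library then served as the model group for XYF and had no part in calling the DEGs. The median over genes was -5.28%, -11.4% and 21.3% for the 3 held-out libraries, a mean of 1.53% ± 17.4 (SD, n = 3). Without holding a library out, the median was 9.70%. The alternative that moved it most, the lower DEGs alone with a library held out, which was chosen after seeing the data, gave 13.1%.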

Detailed comparison identified the overlapping genes of DEGs between control/model group and DEGs between model/XYF group (Figure 7C, Supplementary Table S2, S3). 

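In the epidermis, 3 genes were DEGs in both comparisons, Col9a1, Col11a2 and Col27a1, and all 3 were lower in IMQ + H2O than in VAS + H2O and higher in IMQ + XYF than in IMQ + H2O. Col9a1 (ENSMUSG00000026147, chromosome 1, 24177610 to 24252684), a collagen gene of cartilage, had 19.1 ± 12.1 CPM (SD, n = 3) in VAS + H2O, 1.89 ± 0.314 in IMQ + H2O and 9.09 ± 0.699 in IMQ + XYF. Its log2 fold change was -3.39 (standard error 0.50, adjusted p = 0.00938 from edgeR) under imiquimod and 2.26 (standard error 0.17, adjusted p = 0.0193 from edgeR) with XYF. Col11a2 (ENSMUSG00000024330, chromosome 17, 34039437 to 34066685) had 39.9 ± 20.1, 5.49 ± 0.558 and 19.4 ± 0.402 CPM (SD, n = 3) in the same order. Its log2 fold changes were -2.92 (standard error 0.37, adjusted p = 0.00754 from edgeR) and 1.82 (standard error 0.12, adjusted p = 0.0119 from edgeR). Col27a1 (ENSMUSG00000045672, chromosome 4, 63214004 to 63334991) had 93.7 ± 41.6, 23.9 ± 2.11 and 63.7 ± 9.15 CPM (SD, n = 3). Its log2 fold changes were -2.02 (standard error 0.31, adjusted p = 0.0101 from edgeR) and 1.41 (standard error 0.12, adjusted p = 0.0376 from edgeR). With each library left out in turn, the log2 fold changes with XYF stayed between 2.12 and 2.33 for Col9a1, 1.73 and 1.86 for Col11a2, and 1.28 and 1.48 for Col27a1. The calls were less stable. Across the 9 fits that each left out a library, the number of shared DEGs ranged from 0 to 3 and was 0 in 5. With DESeq2, 108 genes were shared, and DESeq2 fits that each left out a library, which were chosen after seeing the data, moved the count most, to between 51 and 128. Of the 108, 107 were lower in IMQ + H2O and higher with XYF, and Ifit1, named after its values were seen, changed in the same direction in both. The shared genes also varied within the control group: 105 of the 108 were higher in VAS + H2O replicate 2 than in the other VAS + H2O libraries, with a median log2 difference of 1.29.
The 21 epidermal genes of Supplementary Table S2 were all lower in IMQ + H2O than in VAS + H2O, with log2 fold changes from -4.23 to -1.56 and a median of -2.47. All 21 were higher in IMQ + XYF than in IMQ + H2O, with log2 fold changes from 1.07 to 3.80 and a median of 1.67. Adjusted over all genes tested, 20 of the 21 were DEGs in the first comparison, Lum being the exception at an adjusted p of 0.0630 from edgeR, and 1 in the other, Col9a1. Adjusted over the 21 alone, all were past the threshold in both, but the list is the paper's own result on these libraries. DESeq2 called all 21 in both comparisons. The largest changes were those of Comp (ENSMUSG00000031849, chromosome 8, 70373558 to 70382066), a gene of cartilage matrix, with 12.0 ± 12.8 CPM (SD, n = 3) in VAS + H2O, 0.663 ± 0.224 in IMQ + H2O and 9.28 ± 4.70 in IMQ + XYF. Its log2 fold changes were -4.23 (standard error 0.86, adjusted p = 0.0188 from edgeR) and 3.80 (standard error 0.48, adjusted p = 0.153 from edgeR). Wif1, a secreted inhibitor of Wnt signaling, had log2 fold changes of -2.58 (standard error 0.30, adjusted p = 0.00646 from edgeR) and 1.67 (standard error 0.29, adjusted p = 0.347 from edgeR). The mean log2 CPM of the 21 genes was 3.90 ± 0.925 (SD, n = 3) in VAS + H2O, 1.52 ± 0.28 in IMQ + H2O and 3.36 ± 0.45 in IMQ + XYF, with VAS + H2O replicate 2 at 4.97.

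**Figure D3:**
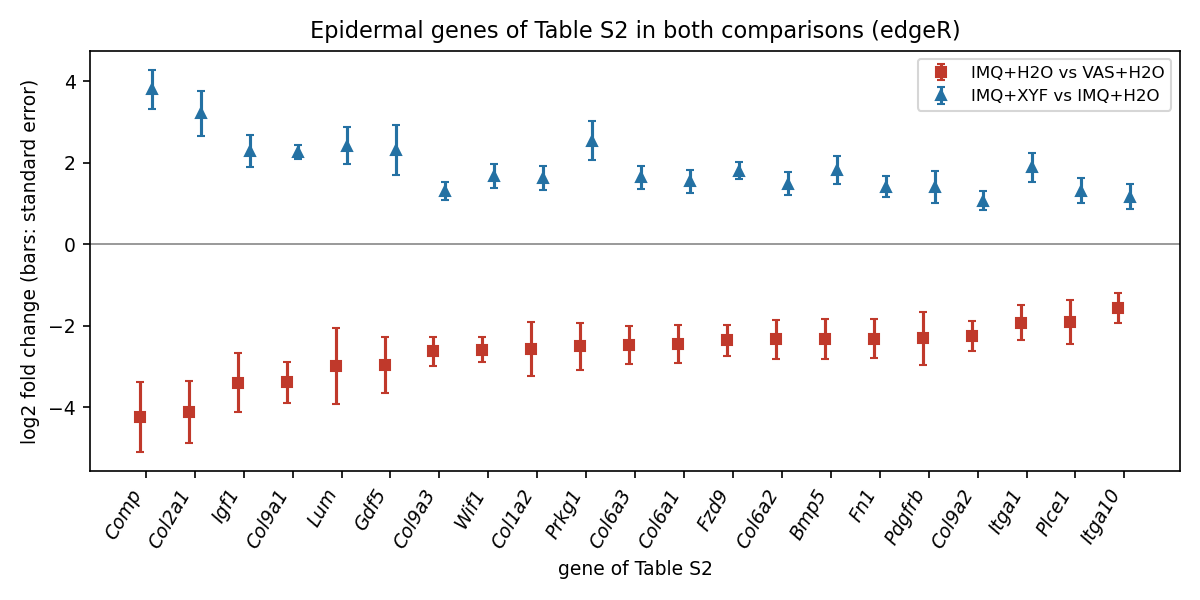
Log2 fold change of the 21 epidermal genes of Supplementary Table S2 in IMQ + H2O against VAS + H2O and in IMQ + XYF against IMQ + H2O, from edgeR, with bars of 1 standard error. All 21 genes are below 0 in the first comparison and above 0 in the other.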

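Lists of genes for 6 pathways were written by hand from general knowledge, since no pathway database was at hand, so they overlap with the KEGG lists without being the same. The overlap of each list with the epidermal DEGs of IMQ + H2O against VAS + H2O was tested by a one-sided Fisher's exact test against the other genes tested, with Benjamini-Hochberg adjustment over the 6 lists. This test takes genes as independent, while the genes of a list can vary together. Its p-values therefore do not measure variation between libraries. A test of the mean shift of a list that allows for such correlation was made with limma's camera. For this comparison it gave adjusted p = 0.448 for ECM-receptor interaction and adjusted p = 0.449 for focal adhesion. Of 181 genes for cytokine-cytokine receptor interaction, 39 were DEGs where 13.9 were expected (odds ratio 3.37, Fisher's exact test, adjusted p = 8.73e-09), 24 of them higher and 15 lower in IMQ + H2O. Of 75 genes for ECM-receptor interaction, 24 were DEGs where 5.76 were expected (odds ratio 5.74, Fisher's exact test, adjusted p = 4.93e-09), 22 of them lower. Of 267 genes for PI3K-Akt signaling, 44 were DEGs where 20.5 were expected (odds ratio 2.42, Fisher's exact test, adjusted p = 2.29e-06), 33 of them lower. Of 178 genes for focal adhesion, 28 were DEGs where 13.7 were expected (odds ratio 2.27, Fisher's exact test, adjusted p = 0.000327), 25 of them lower. Of the DEGs lower in IMQ + H2O, 31 were among 54 marker genes of cartilage or dermal fibroblasts, where 2.18 were expected. Carryover of these tissues on the sheets may therefore account for part of the overlaps that rest on lower genes. Of 76 genes for IL-17 signaling, 14 were DEGs where 5.84 were expected (odds ratio 2.73, Fisher's exact test, adjusted p = 0.00211), all of them higher. The number of IL-17 signaling genes fell to 9 with a minimum of 10 counts in every library, and the overlap then no longer passed the threshold (Fisher's exact test, adjusted p = 0.0744). A threshold on the adjusted p alone moved the number most, to 29 (Fisher's exact test, adjusted p = 0.00168). Of 121 genes for cGMP-PKG signaling, 11 were DEGs where 9.29 were expected (odds ratio 1.20, Fisher's exact test, adjusted p = 0.325). DESeq2 called 16 of these (Fisher's exact test, adjusted p = 0.0831), and 36 were called with that threshold (Fisher's exact test, adjusted p = 0.0369).
Among the IL-17 signaling genes, Ccl20 (ENSMUSG00000026166, chromosome 1, 83116766 to 83119167), a chemokine, rose from 5.25 ± 2.26 CPM (SD, n = 3) in VAS + H2O to 118 ± 20.5 in IMQ + H2O. Its log2 fold change was 4.45 (standard error 0.32, adjusted p = 0.00214 from edgeR). Lcn2, Cxcl1 and Ccl2 had log2 fold changes of 5.35, 3.77 and 4.70. S100a8 and S100a9 had log2 fold changes of 8.09 and 6.91, with wide spreads in IMQ + H2O of 411 ± 497 and 449 ± 525 CPM (SD, n = 3). Defb4 had no count in VAS + H2O and 1.60 ± 1.09 CPM (SD, n = 3) in IMQ + H2O. Csf3, Il17c and Mapk6 were the other 3 of the 10 genes chosen by their adjusted p, with 1.5, 1.22 and 294 CPM in IMQ + H2O against 0.0189, 0.0753 and 130 CPM in VAS + H2O, where the value for Csf3 is below the floor of 3 counts and that for Il17c is close to it.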

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis uncovered that epidermis from model group was enriched in cytokine-cytokine receptor interaction, PI3K-Akt signaling pathway, IL-17 signaling pathway, and cGMP-PKG signaling pathway whereas the dermis from model group was enriched in cytokine-cytokine receptor interaction, chemokine signaling pathway, IL-17 signaling pathway, TNF signaling pathway, Wnt signaling pathway, and PI3K-Akt signaling pathway when compared with control group (Figures 7D,F). 

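The same test was made for 6 lists in the comparison of IMQ + XYF with IMQ + H2O in the epidermis. With 5 DEGs, the lists for PI3K-Akt signaling, focal adhesion and ECM-receptor interaction held 1 each, of 265, 177 and 72 genes (Fisher's exact test, one-sided, adjusted p = 0.145, 0.145 and 0.120). The lists for calcium signaling, Hippo signaling and cGMP-PKG signaling held 0, of 149, 136 and 122 genes (Fisher's exact test, adjusted p = 1 for each), at 966 genes with an unadjusted p under 0.05. The DEGs of DESeq2 changed these calls. Among them were 16 PI3K-Akt genes (Fisher's exact test, adjusted p = 1.77e-10), 16 focal adhesion genes (Fisher's exact test, adjusted p = 5.59e-13), 14 ECM-receptor genes (Fisher's exact test, adjusted p = 6.77e-16) and 5 Hippo genes (Fisher's exact test, adjusted p = 0.00469). They held 3 calcium signaling genes (Fisher's exact test, adjusted p = 0.113) and 2 cGMP-PKG genes (Fisher's exact test, adjusted p = 0.222). All of these list genes were higher with XYF. Of the DESeq2 DEGs, 126 were higher with XYF and 3 were lower, Dancr, Gm29253 and Vmn2r29, which were named after their values were seen. Of the 126, 29 belonged to lists of marker genes for cartilage or dermal fibroblasts, of which 0.382 were expected.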

XYF therapy modulated PI3K-Akt signaling pathway, Calcium signaling, Hippo signaling pathway and cGMP-PKG signaling pathway in the epidermis, whereas it affected several metabolic pathways, Calcium signaling, cAMP signaling pathway and cGMP-PKG signaling pathway in the dermis (Figures 7E,G). 

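The shift of all genes of a list between IMQ + XYF and IMQ + H2O, called or not, was tested with limma's camera, which allows for the correlation between the genes of a list. In the epidermis, 50 of 72 ECM-receptor interaction genes were higher in IMQ + XYF, with a mean log2 fold change of 0.54 and a median of 0.15 (two-sided, adjusted p = 0.0322 from limma, over the 2 lists). Of 177 focal adhesion genes, 118 were higher in IMQ + XYF, with a mean log2 fold change of 0.32 and a median of 0.05 (two-sided, adjusted p = 0.124 from limma). Among the 10 ways to split the 6 libraries into 3 and 3, the real one gave the smallest camera p for each list (exact permutation test, p = 0.1 for each, the smallest that 3 libraries against 3 allow), so the libraries alone cannot rule out chance. The 120 focal adhesion genes that are in no ECM-receptor list had a mean of 0.15. Both lists had shifted the other way under imiquimod, with mean log2 fold changes of -0.88 and -0.45 in IMQ + H2O against VAS + H2O (adjusted p = 0.448 and adjusted p = 0.449 from limma). The alternative that moved the adjusted p by the largest factor was fgsea, which ranks genes by signal-to-noise and permutes genes, not libraries. It gave normalized enrichment scores of 2.35 for ECM-receptor interaction and 2.18 for focal adhesion (gene permutation, adjusted p = 1.45e-11 for each), positive where genes are higher in IMQ + XYF. Without the marker genes of cartilage and dermal fibroblasts, the mean for ECM-receptor interaction was 0.27 (adjusted p = 0.242 from limma).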

Further Gene Set Enrichment Analysis (GSEA) uncovered XYF downregulated focal adhesion and ECM receptor interaction in the epidermis, whereas disturbed arachidonic acid metabolism in the dermis (Supplementary Figure S8). Altogether, these results suggested that XYF might regulate multiple inflammatory signaling pathways and metabolic processes, which impact on γδT17 cell biology awaits future study.

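In the epidermis, none of the 10 named IL-17 signaling genes was a DEG between IMQ + XYF and IMQ + H2O. Their log2 fold changes lay between -1.09 for Csf3 and 0.38 for Ccl20, which had 154 ± 32.2 CPM (SD, n = 3) in IMQ + XYF, and the smallest adjusted p was 0.979 (edgeR). The mean log2 CPM of the IL-17 signaling list was 3.79 in VAS + H2O, 4.79 in IMQ + H2O and 4.80 in IMQ + XYF. Il17a had no count in any of the 9 libraries and Il17f was counted in VAS + H2O replicate 1 only, at 0.0626 CPM, which is at the floor of 3 counts, so no change of either cytokine was detectable in the epidermal libraries at this depth. From the DEGs, the pathways and the gene sets of epidermis and dermis together, the paper proposes that XYF regulates several inflammatory signaling pathways and metabolic processes, and it leaves their effect on γδT17 cells to future study. The dermal libraries were not analysed here.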

**FIGURE 7:**
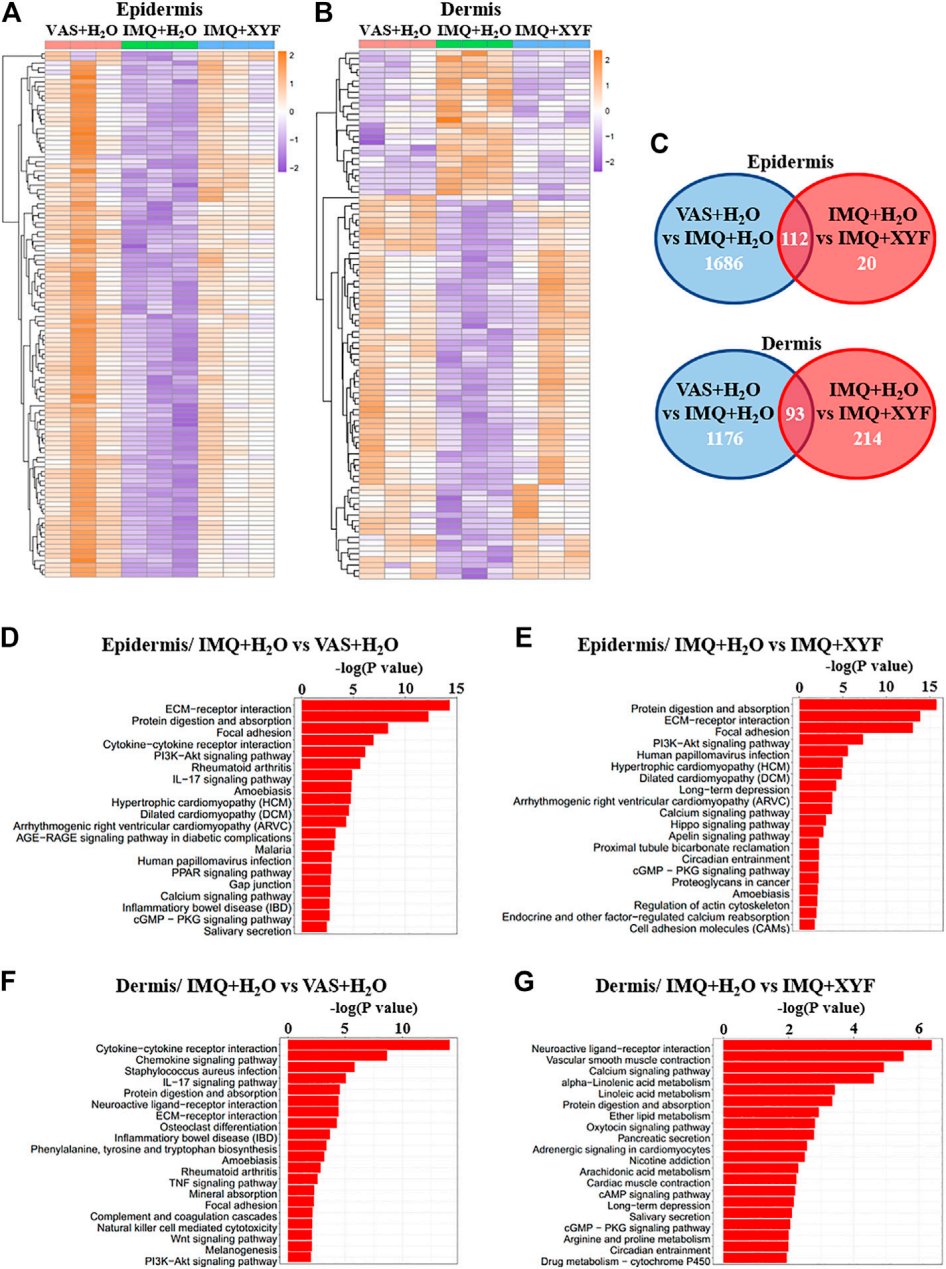
Transcriptional analysis of Xiao-Yin-Fang therapeutic effects. Epidermal and dermal sheets of mouse ears were freshly obtained from VAS + H_2_O, IMQ + H_2_O and IMQ + XYF group (*n* = 3 for each group), which underwent RNA sequencing analysis. **(A, B)** Heatmap clustering analysis of epidermal and dermal differentially expressed genes (DEG). **(C)** Venn diagrams showed the numbers of overlapping epidermal DEGs (upper panel) and dermal DEGs (lower panel) between VAS + H_2_O vs. IMQ + H_2_O and IMQ + H_2_O vs. IMQ + XYF. **(D-G)** KEGG pathway analysis of DEGs.

## Discussion

As one major population of skin-located innate immunocytes, dermal γδT cells might fundamentally contribute to the immunopathogenesis of psoriasis. Enrichment of γδT17 cells was observed in the dermis of psoriatic skin lesions (Cai et al., 2011). A subclass of Vγ9Vδ2^+^ T cells, which expressed IL-17 and tumor necrosis factor α (TNF-α), was distributed in normal skin from healthy individuals, non-lesional and lesional skin of psoriatic patients in increasing order (Laggner et al., 2011). In addition, the ratio of Vγ9Vδ2^+^ γδT cells were negatively correlated with the disease severity, indicating that Vγ9Vδ2^+^ γδT cell population might be recruited from the blood circulation to the cutaneous tissue when disease flares (Laggner et al., 2011). In line with the findings in psoriasis patients, γδT17 cells also played a dominant role in psoriasis-like dermatitis mouse model. The IL-17-secreting dermal cells were substantially decreased in TCRδ^−/−^ mice accompanied with lessened psoriasiform symptoms, whereas TCRα^−/−^ mice normally develop dermatitis (Cai et al., 2011). Previous studies have uncovered that IL-17 was mostly limited to dermal γδ^int^ T cells (Cai et al., 2011; Riol-Blanco et al., 2014). The IL-17-producing γδ^int^ T cells in the mouse dermis was primarily composed of Vγ4^+^ and Vγ6^+^ subsets (Cai et al., 2014; O'Brien and Born, 2015; Akitsu and Iwakura, 2018). Amongst, Vγ4^+^ T cells produced more IL-17 than Vγ6^+^ T cells, indicating that Vγ4^+^ T cells might play a more essential role in psoriasis-like dermatitis than Vγ6^+^ T cells (Cai et al., 2014). Moreover, pathogenic Vγ4^+^ T cells expanded and persisted within the dermis for a long time after initial exposure to IMQ, and these experienced γδT cells demonstrated heightened effector functions and aggravated secondary inflammation (Hartwig et al., 2015). Furthermore, Vγ4^+^ T cells traveled to noninflamed skin and peripheral LNs whey they exacerbated psoriasiform dermatitis at distant sites (Ramirez-Valle et al., 2015). The quasi-innate memory capacity of γδT cells might provide a novel mechanistic insight into psoriasis relapse. In summary, although multiple cellular sources of IL-17 have been identified in psoriasis, γδT cells might represent a potent contributor in the pathogenesis of psoriasis (Keijsers et al., 2014; Durham et al., 2015; Blauvelt and Chiricozzi, 2018). Therefore, the investigation of γδT17-targeted medication is of great importance in the management of psoriasis.

Xiao-Yin-Fang (XYF) is comprised of five Chinese herb medicines, involving *Isatis tinctoria L.* (Banlangen), *Scutellaria baicalensis Georgi* (Huangqin), *Salvia miltiorrhiza Bunge* (Danshen), *Sophora flavescens Aiton.* (Kushen), and *Rheum officinale Baill* (Dahuang). As bacterial infection has been reported to trigger and aggravate psoriasis, Banlangen contained multiple organic acids with potent antimicrobial activities, which included syringic acid, 2-amino-benzoic acid, salicylic acid and benzoic acid (Kong et al., 2008a; Kong et al., 2008b). Besides, N, N′-dicyclohexyl-N-arachidonic acylurea, a highly unsaturated fatty acid from Balangen, could inhibit TCR-mediated PI3K-Akt signaling pathway, resulting in arrested cell cycle transition from G1 to S phase and lymphocyte hypoproliferation (An et al., 2020). Erucic acid, an active component of Banlangen, markedly reduced CD8^+^ cytotoxic T lymphocyte recruitment (Liang et al., 2020). It is possible that the chemical constituents of Banlangen might affect the immune function of γδT cells.

Former research on Huangqin centered on its major bioactive flavonoid baicalin, which is also the highest-level chemical compound in XYF. Previous studies suggest that baicalin has the advantage of multi-target actions in treating psoriasis (Kim et al., 2013; Liu et al., 2015; Wu et al., 2015b; Bae et al., 2016; Huang et al., 2016; Hung et al., 2018). Stimulation with baicalein *in vitro* hindered HaCaT cell growth and augmented their expressions of keratin 1 and 10 via the inhibition of ERK phosphorylation (Huang et al., 2016). Consistently, the topical application of baicalin cream dose-dependently promoted the orthokeratosis of granular layers (Wu et al., 2015b). Moreover, baicalin suppressed the expressions of MHC class I/II and costimulatory molecules as well as inhibited IL-12 production from lipopolysaccharide-activated DCs, which repressed Th1/Th2/Th17 but promoted Treg cell differentiation (Kim et al., 2013; Liu et al., 2015; Bae et al., 2016). It has been reported that baicalin cream lessened IMQ-induced psoriasis-like dermatitis, which was accompanied with less infiltration of γδT cells into the skin lesions (Hung et al., 2018). Whether baicalin directly regulate the immune activity of γδT17 cells remained unexplored.

Danshen exhibited anti-inflammatory and anti-proliferative functions in psoriasis studies (Zhang et al., 2014; May et al., 2015). In silico screening revealed that Danshen contained compounds modulating apoptosis regulator Bcl-2, Bcl-2-Associated X, Caspase-3 along with TNF-α and Prostaglandin G/H synthase 2 (May et al., 2015). Salvianolic acid B reduced psoriatic changes by inhibiting psoriatic inflammatory and keratin markers by abolishing PI3K/Akt signaling pathway (Wang et al., 2020). Tanshinone IIA hindered keratinocyte growth via cell cycle arrest and apoptosis (Li et al., 2012). Cryptotanshinone (CTS), an active component of Danshen with antibacterial and antineoplastic effects, considerably relieved IMQ-induced epidermal hyperplasia through inhibiting STAT3-induced keratinocyte growth (Tang et al., 2018). Danshensu, the most abundant water-soluble component of Danshen, prevented abnormal keratinocyte proliferation in psoriasis by modulating YAP expression (Jia et al., 2020). The impact of Danshen on the immunofunctions of T lymphocytes require further investigation.

Matrine and oxymatrine, two main active phytocomponents of Kushen, have therapeutic potentials for psoriasis. Matrine lessened IMQ-induced psoriasiform cutaneous lesions by decreasing keratinocyte proliferation and MyD88 expression on the surface of DCs derived from bone marrow (Li et al., 2018). Matrine synergized with acitretin to induce cell cycle arrest and autophagy in keratinocytes by regulating PI3K/Akt/mTOR pathway (Jiang et al., 2019). Oxymatrine ameliorated skin inflammation in the patients with psoriasis and psoriasis-like mouse model via inhibiting keratinocyte proliferation probably through MAPK signaling pathway (Chen et al., 2017; Zhou et al., 2017; Shi et al., 2019; Xiang et al., 2020). Whether Kushen or its active components influence T cell biology remains unclear.

Emodin, which is a natural anthraquinone derivative of Dahuang, possesses broad-spectrum pharmacological properties, including antineoplastic, hepatoprotective, anti-inflammatory, antioxidant, and antimicrobial functions. The topical application of a natural compound mixture (PSM) of herbs, containing emodin, genipin, chlorogenic acid, cimigenoside, and ginsenoside Rb1, alleviated IMQ-induced psoriasis-like dermatitis and reduced the proliferation rate of IL-22-stimulated keratinocytes (Nguyen et al., 2020b). The therapeutic effects of Dahuang and its chemical compounds in psoriasis requires further study.

The RNA sequencing analysis revealed that XYF might regulate multiple inflammatory signaling pathways and metabolic processes. Amongst, PI3K-Akt, Calcium, and cAMP signaling pathways have been reported to influence γδT cell biology (Takano et al., 1998; Chen et al., 2005; Chen et al., 2020). Selective inhibition of PI3Kδ by Seletalisib hampered the production of IL-17 from peripheral blood γδT cells (Chen et al., 2020). Vitamin D, which profoundly regulates calcium metabolism, hindered the proinflammatory activity of γδT cells in a dose-dependent fashion (Chen et al., 2005). Prostaglandin E2 inhibited γδT cell cytotoxicity triggered by TCR receptors Vγ9Vδ2, NKG2D, and CD16 through a cAMP-mediated PKA type I-dependent signaling (Takano et al., 1998). Whether XYF suppress γδT17 cell polarization through these signaling pathways awaits future exploration.

In conclusion, XYF alleviated psoriasis-like skin inflammation mainly through suppressing dermal and draining lymph-node γδT17 cell polarization. Moreover, XYF therapy ameliorated the relapse of psoriasis-like dermatitis and prohibited dermal γδT cell reactivation. Transcriptional analysis suggested that XYF might regulate various inflammatory signaling and metabolic processes. Our results clarified the therapeutic efficacy and inner mechanisms of XYF therapy in psoriasis, which might promote its clinical application in psoriasis patients and facilitate the development of novel anti-psoriasis drugs based on the bioactive components of XYF.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession numbers can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE161084 https://www.ncbi.nlm.nih.gov/geo/, GSE161350.

## References

[B1] AkitsuA.IwakuraY. (2018). Interleukin-17-producing γδ T (γδ 17) cells in inflammatory diseases. Immunology 155, 418–426. 10.1111/imm.12993 30133701PMC6231014

[B2] AnK.QinQ.YuS.XueM.WangZ.LinQ. (2020). Combination of N , N ′‐dicyclohexyl‐ N ‐arachidonic acylurea and tacrolimus prolongs cardiac allograft survival in mice. Immunol. Cel Biol. 98, 382–396. 10.1111/imcb.12327 32162358

[B3] BaeM-J.ShinH. S.SeeH-J.JungS. Y.KwonD-A.ShonD-H. (2016). Baicalein induces CD4+Foxp3+ T cells and enhances intestinal barrier function in a mouse model of food allergy. Sci. Rep. 6, 32225. 10.1038/srep32225 27561877PMC4999817

[B4] BlauveltA.ChiricozziA. (2018). The immunologic role of IL-17 in psoriasis and psoriatic arthritis pathogenesis. Clinic Rev. Allerg Immunol. 55, 379–390. 10.1007/s12016-018-8702-3 PMC624493430109481

[B5] CaiY.ShenX.DingC.QiC.LiK.LiX. (2011). Pivotal role of dermal IL-17-producing γδ T cells in skin inflammation. Immunity 35, 596–610. 10.1016/j.immuni.2011.08.001 21982596PMC3205267

[B6] CaiY.FlemingC.YanJ. (2013). Dermal γδ T cells - a new player in the pathogenesis of psoriasis. Int. Immunopharmacology 16, 388–391. 10.1016/j.intimp.2013.02.018 23499509

[B7] CaiY.XueF.FlemingC.YangJ.DingC.MaY. (2014). Differential developmental requirement and peripheral regulation for dermal Vγ4 and Vγ6T17 cells in health and inflammation. Nat. Commun. 5, 3986. 10.1038/ncomms4986 24909159PMC4068267

[B8] CascianoF.PigattoP. D.SecchieroP.GambariR.RealiE. (2018). T cell hierarchy in the pathogenesis of psoriasis and associated cardiovascular comorbidities. Front. Immunol. 9, 1390. 10.3389/fimmu.2018.01390 29971067PMC6018171

[B9] ChenL.CencioniM. T.AngeliniD. F.BorsellinoG.BattistiniL.BrosnanC. F. (2005). Transcriptional profiling of γδ T cells identifies a role for vitamin D in the immunoregulation of the Vγ9Vδ2 response to phosphate-containing ligands. J. Immunol. 174, 6144–6152. 10.4049/jimmunol.174.10.6144 15879110

[B10] ChenQ.ZhouH.YangY.ChiM.XieN.ZhangH. (2017). Investigating the potential of Oxymatrine as a psoriasis therapy. Chemico-Biological Interactions 271, 59–66. 10.1016/j.cbi.2017.04.020 28450041

[B11] ChenS.PaveleyR.KraalL.SritharanL.StevensE.DediN. (2020). Selective targeting of PI3Kδ suppresses human IL-17-producing T cells and innate-like lymphocytes and may be therapeutic for IL-17-mediated diseases. J. Autoimmun. 111, 102435. 10.1016/j.jaut.2020.102435 32360069

[B12] DamevskaK.NeloskaL.NikolovskaS.GocevG.DumaS. (2014). Complementary and alternative medicine use among patients with psoriasis. Dermatol. Ther. 27, 281–283. 10.1111/dth.12139 24964349

[B13] DianiM.AltomareG.RealiE. (2015). T cell responses in psoriasis and psoriatic arthritis. Autoimmun. Rev. 14, 286–292. 10.1016/j.autrev.2014.11.012 25445403

[B14] DurhamL. E.KirkhamB. W.TaamsL. S. (2015). Contribution of the IL-17 pathway to psoriasis and psoriatic arthritis. Curr. Rheumatol. Rep. 17, 55. 10.1007/s11926-015-0529-9 26209291

[B15] FarahnikB.SharmaD.AlbanJ.SivamaniR. (2017). Oral (systemic) botanical agents for the treatment of psoriasis: a review. J. Altern. Complement. Med. 23, 418–425. 10.1089/acm.2016.0324 28157393

[B16] HanR.Rostami-YazdiM.GerdesS.MrowietzU. (2012). Triptolide in the treatment of psoriasis and other immune-mediated inflammatory diseases. Br. J. Clin. Pharmacol. 74, 424–436. 10.1111/j.1365-2125.2012.04221.x 22348323PMC3477344

[B17] HartwigT.PantelyushinS.CroxfordA. L.KuligP.BecherB. (2015). Dermal IL-17-producing γδ T cells establish long-lived memory in the skin. Eur. J. Immunol. 45, 3022–3033. 10.1002/eji.201545883 26332438

[B18] HuangK-F.MaK-H.LiuP-S.ChenB-W.ChuehS-H. (2016). Baicalein increases keratin 1 and 10 expression in HaCaT keratinocytes via TRPV4 receptor activation. Exp. Dermatol. 25, 623–629. 10.1111/exd.13024 27060689

[B19] HungC-H.WangC-N.ChengH-H.LiaoJ-W.ChenY-T.ChaoY-W. (2018). Baicalin ameliorates imiquimod-induced psoriasis-like inflammation in mice. Planta. Med. 84, 1110–1117. 10.1055/a-0622-8242 29763944

[B20] JiaJ.MoX.LiuJ.YanF.WangN.LinY. (2020). Mechanism of danshensu-induced inhibition of abnormal epidermal proliferation in psoriasis. Eur. J. Pharmacol. 868, 172881. 10.1016/j.ejphar.2019.172881 31866405

[B21] JiangW-W.WangY-M.WangX-Y.ZhangQ.ZhuS-M.ZhangC-L. (2019). Role and mechanism of matrine alone and combined with acitretin for HaCaT cells and psoriasis-like murine models. Chin. Med. J. (Engl.) 132, 2079–2088. 10.1097/CM9.0000000000000412 31460901PMC6793800

[B22] KeijsersR. R. M. C.JoostenI.Van ErpP. E. J.KoenenH. J. P. M.Van De KerkhofP. C. M. (2014). Cellular sources of IL-17 in psoriasis: a paradigm shift? Exp. Dermatol. 23, 799–803. 10.1111/exd.12487 25039885

[B23] KimJ.KruegerJ. G. (2017). Highly effective new treatments for psoriasis target the IL-23/type 17 T cell autoimmune *Axis* . Annu. Rev. Med. 68, 255–269. 10.1146/annurev-med-042915-103905 27686018

[B24] KimM. E.KimH. K.ParkH.-Y.KimD. H.ChungH. Y.LeeJ. S. (2013). Baicalin from Scutellaria baicalensis impairs Th1 polarization through inhibition of dendritic cell maturation. J. Pharmacol. Sci. 121, 148–156. 10.1254/jphs.12200fp 23419270

[B25] KongW.ZhaoY.ShanL.XiaoX.GuoW. (2008a). Microcalorimetric studies of the action on four organic acids in Radix isatidis on the growth of microorganisms. Chin. J. Biotechnol. 24, 646–650. 10.1016/s1872-2075(08)60033-3 18616177

[B26] KongW-J.ZhaoY-L.ShanL-M.XiaoX-H.GuoW-Y. (2008b). Investigation on the spectrum-effect relationships of EtOAc extract from Radix Isatidis based on HPLC fingerprints and microcalorimetry. J. Chromatogr. B. 871, 109–114. 10.1016/j.jchromb.2008.06.053 18639503

[B27] LaggnerU.Di MeglioP.PereraG. K.HundhausenC.LacyK. E.AliN. (2011). Identification of a novel proinflammatory human skin-homing Vγ9Vδ2 T cell subset with a potential role in psoriasis. J. Immun. 187, 2783–2793. 10.4049/jimmunol.1100804 21813772PMC3187621

[B28] LebwohlM. G.BachelezH.BarkerJ.GirolomoniG.KavanaughA.LangleyR. G. (2014). Patient perspectives in the management of psoriasis: results from the population-based multinational assessment of psoriasis and psoriatic arthritis survey. J. Am. Acad. Dermatol. 70, 871–881. e830. 10.1016/j.jaad.2013.12.018 24576585

[B29] LiF.-L.XuR.ZengQ.-C.LiX.ChenJ.WangY.-F. (2012). Tanshinone IIA inhibits growth of keratinocytes through cell cycle arrest and apoptosis: underlying treatment mechanism of psoriasis. Evidence-Based Complement. Altern. Med. 2012, 1. 10.1155/2012/927658 PMC323606222203883

[B30] LiN.ZhaoJ.DiT.MengY.WangM.LiX. (2018). Matrine alleviates imiquimod-induced psoriasiform dermatitis in BALB/c mice via dendritic cell regulation. Int. J. Clin. Exp. Pathol. 11, 5232–5240. 31949603PMC6963024

[B31] LiangX.HuangY.PanX.HaoY.ChenX.JiangH. (2020). Erucic acid from Isatis indigotica Fort. suppresses influenza A virus replication and inflammation *in vitro* and *in vivo* through modulation of NF-κB and p38 MAPK pathway. J. Pharm. Anal. 10, 130–146. 10.1016/j.jpha.2019.09.005 32373385PMC7192973

[B32] LiuT.DaiW.LiC.LiuF.ChenY.WengD. (2015). Baicalin alleviates silica-induced lung inflammation and fibrosis by inhibiting the Th17 response in C57bl/6 mice. J. Nat. Prod. 78, 3049–3057. 10.1021/acs.jnatprod.5b00868 26605988

[B33] LvM.DengJ.TangN.ZengY.LuC. (2018). Efficacy and safety of Tripterygium wilfordii Hook F on psoriasis vulgaris: a systematic review and meta-analysis of randomized controlled trials. Evidence-Based Complement. Altern. Med. 2018, 1. 10.1155/2018/2623085 PMC593755529849698

[B34] MaginP. J.AdamsJ.HeadingG. S.PondD. C.SmithW. (2006). Complementary and alternative medicine therapies in acne, psoriasis, and atopic eczema: results of a qualitative study of patients' experiences and perceptions. J. Altern. Complement. Med. 12, 451–457. 10.1089/acm.2006.12.451 16813509

[B35] MayB. H.DengS.ZhangA. L.LuC.XueC. C. L. (2015). In silico database screening of potential targets and pathways of compounds contained in plants used for psoriasis vulgaris. Arch. Dermatol. Res. 307, 645–657. 10.1007/s00403-015-1577-8 26142738

[B36] MichalekI. M.LoringB.JohnS. M. (2017). A systematic review of worldwide epidemiology of psoriasis. J. Eur. Acad. Dermatol. Venereol. 31, 205–212. 10.1111/jdv.13854 27573025

[B37] MurphyE. C.NussbaumD.PrussickR.FriedmanA. J. (2019). Use of complementary and alternative medicine by patients with psoriasis. J. Am. Acad. Dermatol. 81, 280–283. 10.1016/j.jaad.2019.03.059 30935988

[B38] NguyenT.LestienneF.CousyA.MengeaudV.Castex‐RizziN. (2020a). Effective inhibition of Th17/Th22 pathway in 2D and 3D human models of psoriasis by Celastrol enriched plant cell culture extract. J. Eur. Acad. Dermatol. Venereol. 34 (Suppl. 6), 3–9. 10.1111/jdv.16475 32783265

[B39] NguyenU. T.NguyenL. T. H.KimB-A.ChoiM-J.YangI-J.ShinH-M. (2020b). Natural compound mixture, containing emodin, genipin, chlorogenic acid, cimigenoside, and ginsenoside Rb1, ameliorates psoriasis-like skin lesions by suppressing inflammation and proliferation in keratinocytes. Evidence-Based Complement. Altern. Med. 2020, 1. 10.1155/2020/9416962 PMC760357833149756

[B40] O’brienR. L.BornW. K. (2015). Dermal γδ T cells--What have we learned? Cell Immunol. 296, 62–69. 10.1016/j.cellimm.2015.01.011 25649119PMC4466165

[B41] PilonD.TeepleA.ZhdanavaM.LadouceurM.Ching CheungH.MuserE. (2019). The economic burden of psoriasis with high comorbidity among privately insured patients in the United States. J. Med. Econ. 22, 196–203. 10.1080/13696998.2018.1557201 30523738

[B42] Ramírez-ValleF.GrayE. E.CysterJ. G. (2015). Inflammation induces dermal Vγ4+ γδT17 memory-like cells that travel to distant skin and accelerate secondary IL-17-driven responses. Proc. Natl. Acad. Sci. USA. 112, 8046–8051. 10.1073/pnas.1508990112 26080440PMC4491769

[B43] RapalliV. K.SinghviG.DubeyS. K.GuptaG.ChellappanD. K.DuaK. (2018). Emerging landscape in psoriasis management: from topical application to targeting biomolecules. Biomed. Pharmacother. 106, 707–713. 10.1016/j.biopha.2018.06.136 29990862

[B44] Riol-BlancoL.Ordovas-MontanesJ.PerroM.NavalE.ThiriotA.AlvarezD. (2014). Nociceptive sensory neurons drive interleukin-23-mediated psoriasiform skin inflammation. Nature 510, 157–161. 10.1038/nature13199 24759321PMC4127885

[B45] RuY.LiH.ZhangR.LuoY.SongJ.KuaiL. (2020). Role of keratinocytes and immune cells in the anti-inflammatory effects of Tripterygium wilfordii Hook. f. in a murine model of psoriasis. Phytomedicine 77, 153299. 10.1016/j.phymed.2020.153299 32823074

[B46] SchleicherS. M. (2016). Psoriasis. Clin. Podiatric Med. Surg. 33, 355–366. 10.1016/j.cpm.2016.02.004 27215156

[B47] ShiH. J.ZhouH.MaA. L.WangL.GaoQ.ZhangN. (2019). Oxymatrine therapy inhibited epidermal cell proliferation and apoptosis in severe plaque psoriasis. Br. J. Dermatol. 181, 1028–1037. 10.1111/bjd.17852 30822359PMC6899633

[B48] TakanoM.NishimuraH.KimuraY.WashizuJ.MokunoY.NimuraY. (1998). Prostaglandin E2 protects against liver injury after Escherichia coli infection but hampers the resolution of the infection in mice. J. Immunol. 161, 3019–3025. 9743366

[B49] TangL.HeS.WangX.LiuH.ZhuY.FengB. (2018). Cryptotanshinonereduces psoriatic epidermal hyperplasia via inhibiting the activation of STAT3. Exp. Dermatol. 27, 268–275. 10.1111/exd.13511 29427477

[B50] WangW.GaoZ.GuoZ.GuoQ.YangQ.GuJ. (2012a). Efficacy of Xiaoyin decoction combined with calcipotriol ointment in patients with vulgaris psoriasis of blood heat type and their effects on related cytokines. Chin. J. Dermatol. 45, 647–649.

[B51] WangW.WangF.GaoZ.BuX.GuJ. (2012b). Clinical effects of xiaoyin tang in treating psoriasis of blood-heat type and its impact on T-bet/GATA3. Chin. J. Dermatovenerology Integrated Traditional West. Med. 11 (2), 74–77.

[B52] WangS.ZhuL.XuY.QinZ.XuA. (2020). Salvianolic acid B ameliorates psoriatic changes in imiquimod-induced psoriasis on BALB/c mice by inhibiting inflammatory and keratin markers via altering phosphatidylinositol-3-kinase/protein kinase B signaling pathway. Korean J. Physiol. Pharmacol. 24, 213–221. 10.4196/kjpp.2020.24.3.213 PMC719391032392912

[B53] WuC.JinH-Z.ShuD.LiF.HeC-X.QiaoJ. (2015a). Efficacy and safety of Tripterygium wilfordii Hook F versus acitretin in moderate to severe psoriasis vulgaris. Chin. Med. J. (Engl.) 128, 443–449. 10.4103/0366-6999.151069 25673443PMC4836244

[B54] WuJ.LiH.LiM. (2015b). Effects of baicalin cream in two mouse models: 2,4-dinitrofluorobenzene-induced contact hypersensitivity and mouse tail test for psoriasis. Int. J. Clin. Exp. Med. 8, 2128–2137. 25932143PMC4402790

[B55] XiangW.SuoT-C.YuH.LiA-P.ZhangS-Q.WangC-H. (2018). A new strategy for choosing “Q-markers” *via* network pharmacology, application to the quality control of a Chinese medical preparation. J. Food Drug Anal. 26, 858–868. 10.1016/j.jfda.2017.10.003 29567258PMC9322248

[B56] XiangX.TuC.LiQ.WangW.HuangX.ZhaoZ. (2020). Oxymatrine ameliorates imiquimod-induced psoriasis pruritus and inflammation through inhibiting heat shock protein 90 and heat shock protein 60 expression in keratinocytes. Toxicol. Appl. Pharmacol. 405, 115209. 10.1016/j.taap.2020.115209 32835761

[B57] ZhangH.XuX. G.GuJ. (2008). [Effect of xiaoyin recipe in treatment of psoriasis patients of blood-heat syndrome type and its impact on peripheral Th1/Th2 equilibrium]. Zhongguo Zhong Xi Yi Jie He Za Zhi 28, 683–685. 18928088

[B58] ZhangC. S.YuJ. J.ParkerS.ZhangA. L.MayB.LuC. (2014). Oral Chinese herbal medicine combined with pharmacotherapy for psoriasis vulgaris: a systematic review. Int. J. Dermatol. 53, 1305–1318. 10.1111/ijd.12607 25208594

[B59] ZhaoJ.DiT.WangY.LiuX.LiangD.ZhangG. (2016). Multi-glycoside of Tripterygium wilfordii Hook. f. ameliorates imiquimod-induced skin lesions through a STAT3-dependent mechanism involving the inhibition of Th17-mediated inflammatory responses. Int. J. Mol. Med. 38, 747–757. 10.3892/ijmm.2016.2670 27431437PMC4990293

[B60] ZhouH.ShiH-J.YangJ.ChenW-G.XiaL.SongH-B. (2017). Efficacy of oxymatrine for treatment and relapse suppression of severe plaque psoriasis: results from a single-blinded randomized controlled clinical trial. Br. J. Dermatol. 176, 1446–1455. 10.1111/bjd.15316 28112799

# Supplementary material for: Xiao-Yin-Fang Therapy Alleviates Psoriasis-like Skin Inflammation Through Suppressing γδT17 Cell Polarization
**Source:** Front Pharmacol. 2021 Apr 16;12:629513. doi: 10.3389/fphar.2021.629513
**Supplement:** Supplementary file 1

## Supplementary Figures

##
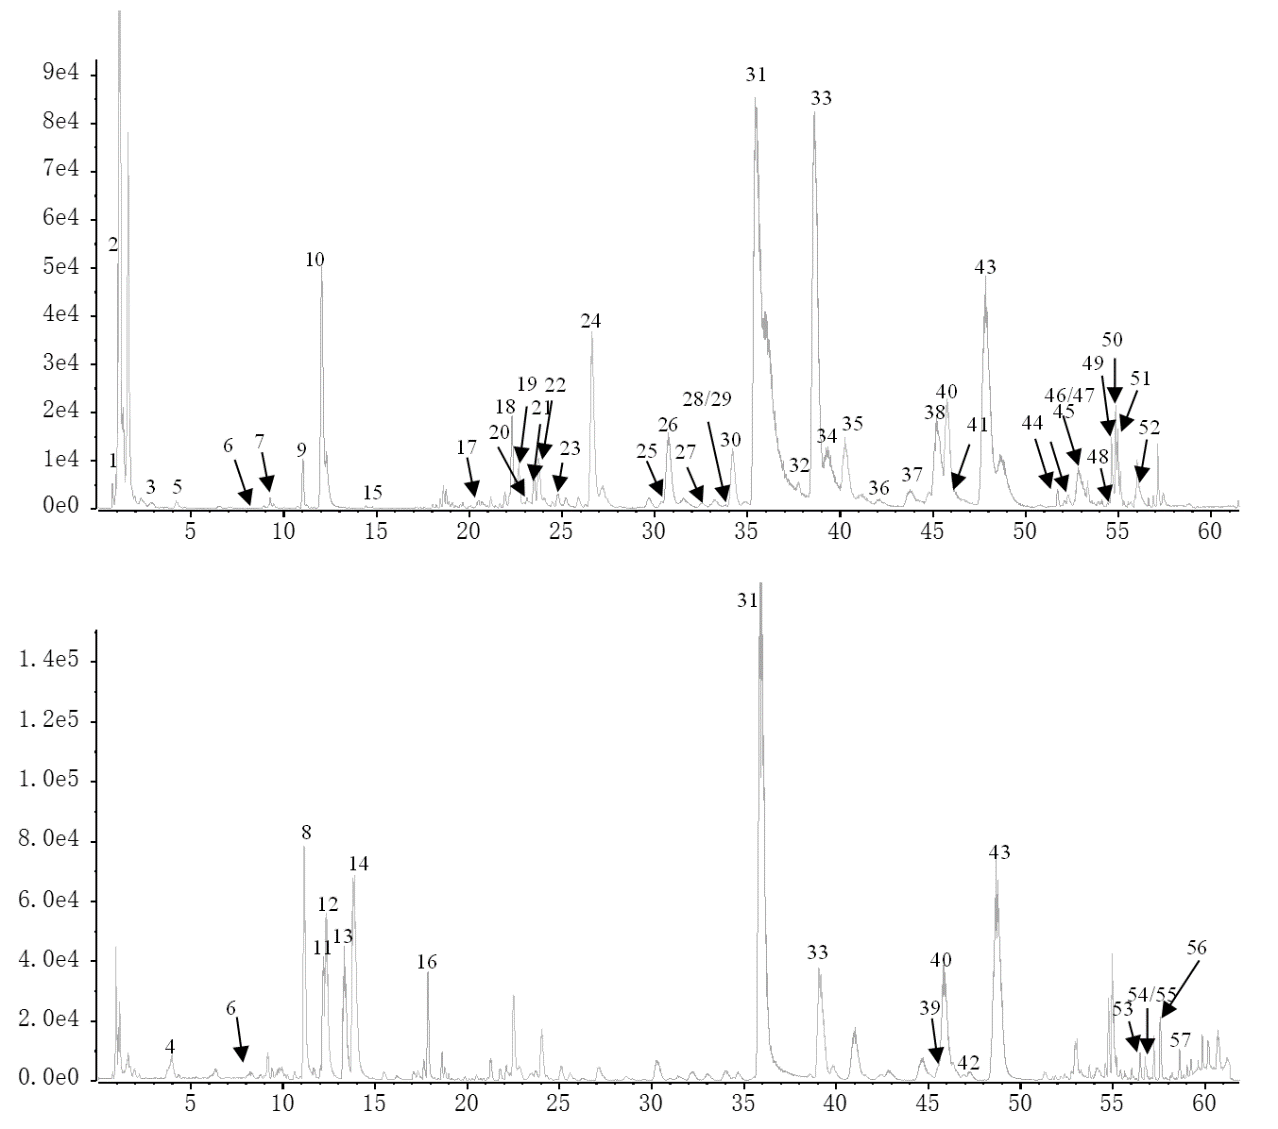

**Figure S1 UPLC-Q/TOF-MS profiling of Xiao-Yin-Fang**

Fifty-seven major chemical compositions in Xiao-Yin-Fang formula were detected via UPLC-Q/TOF-MS analysis, which did not contain conventional immunosuppressive agents.

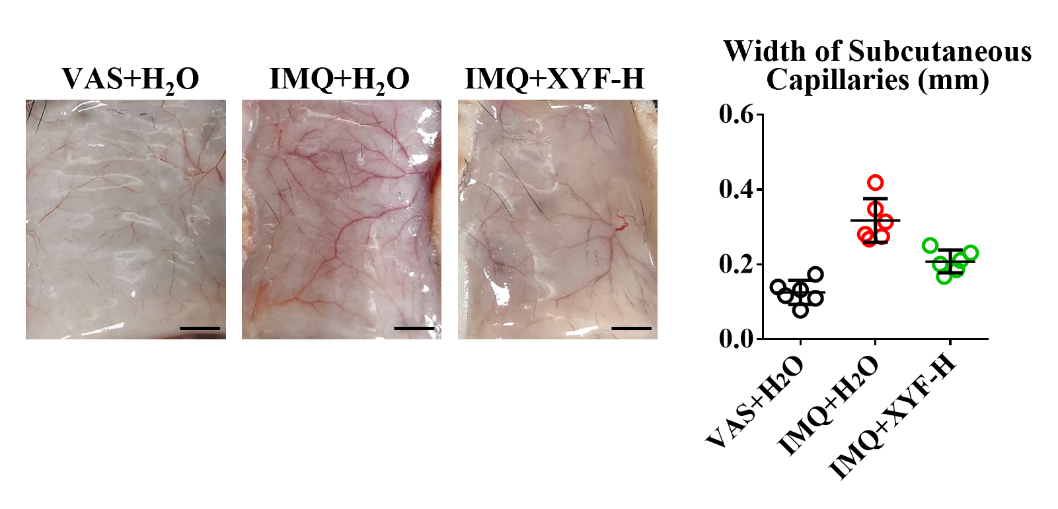

**Figure S2 Xiao-Yin-Fang lessened subcutaneous vessel dilation in psoriasis-like dermatitis**

Representative photographs of subcutaneous capillaries and their widths at the widest points measured by ImageJ software (bar=4mm; n=18, two independent experiments).

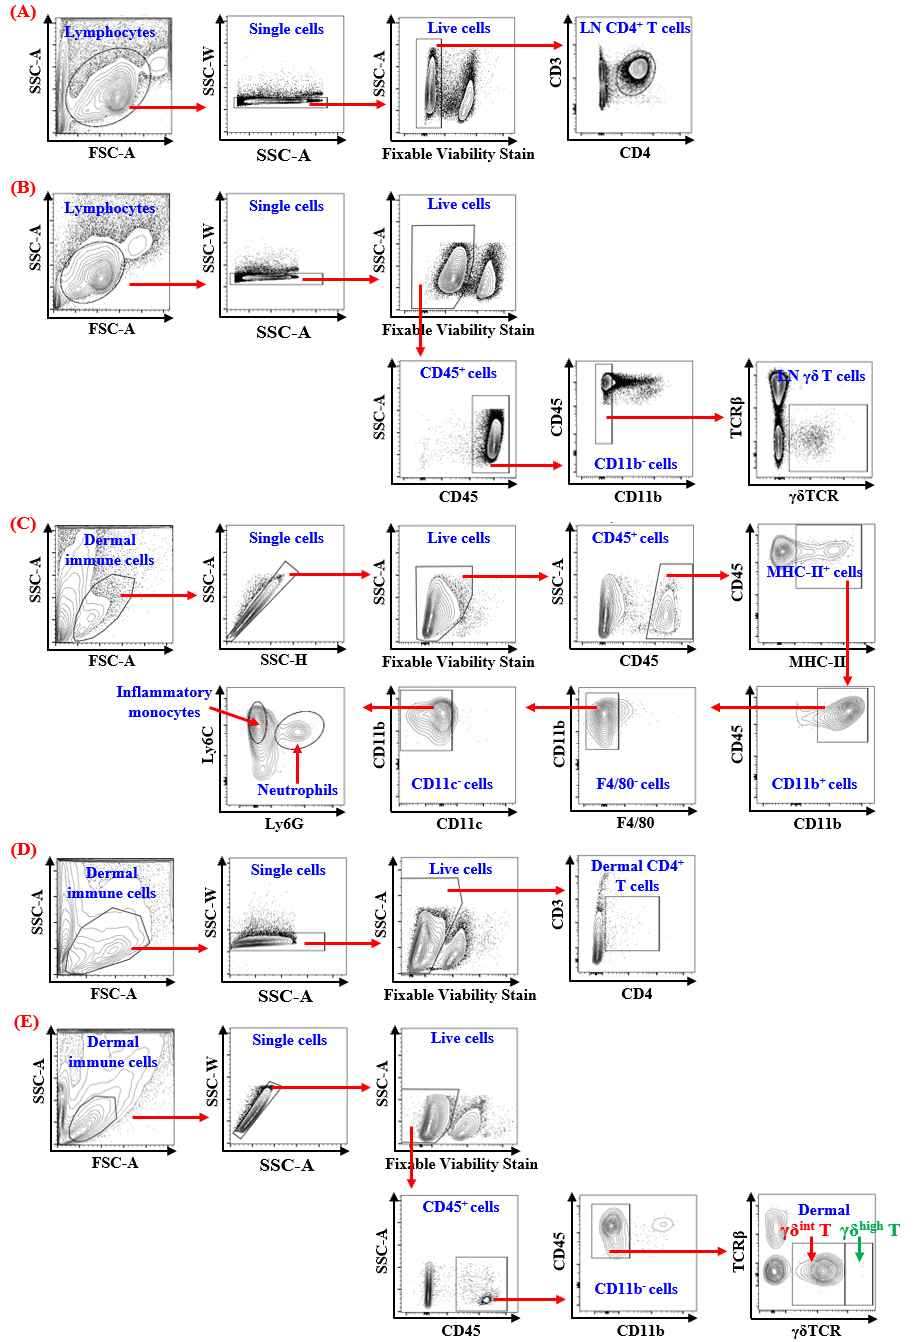

**Figure S3 Multistep flow cytometry strategy**

Gate strategy for LN CD4^+^ T cells **(A)**, LN γδT cells **(B)**, dermal neutrophils **(C)**, dermal inflammatory monocytes **(C)**, dermal CD4^+^ T cells **(D)**, and dermal γδT cells **(E)**.

##
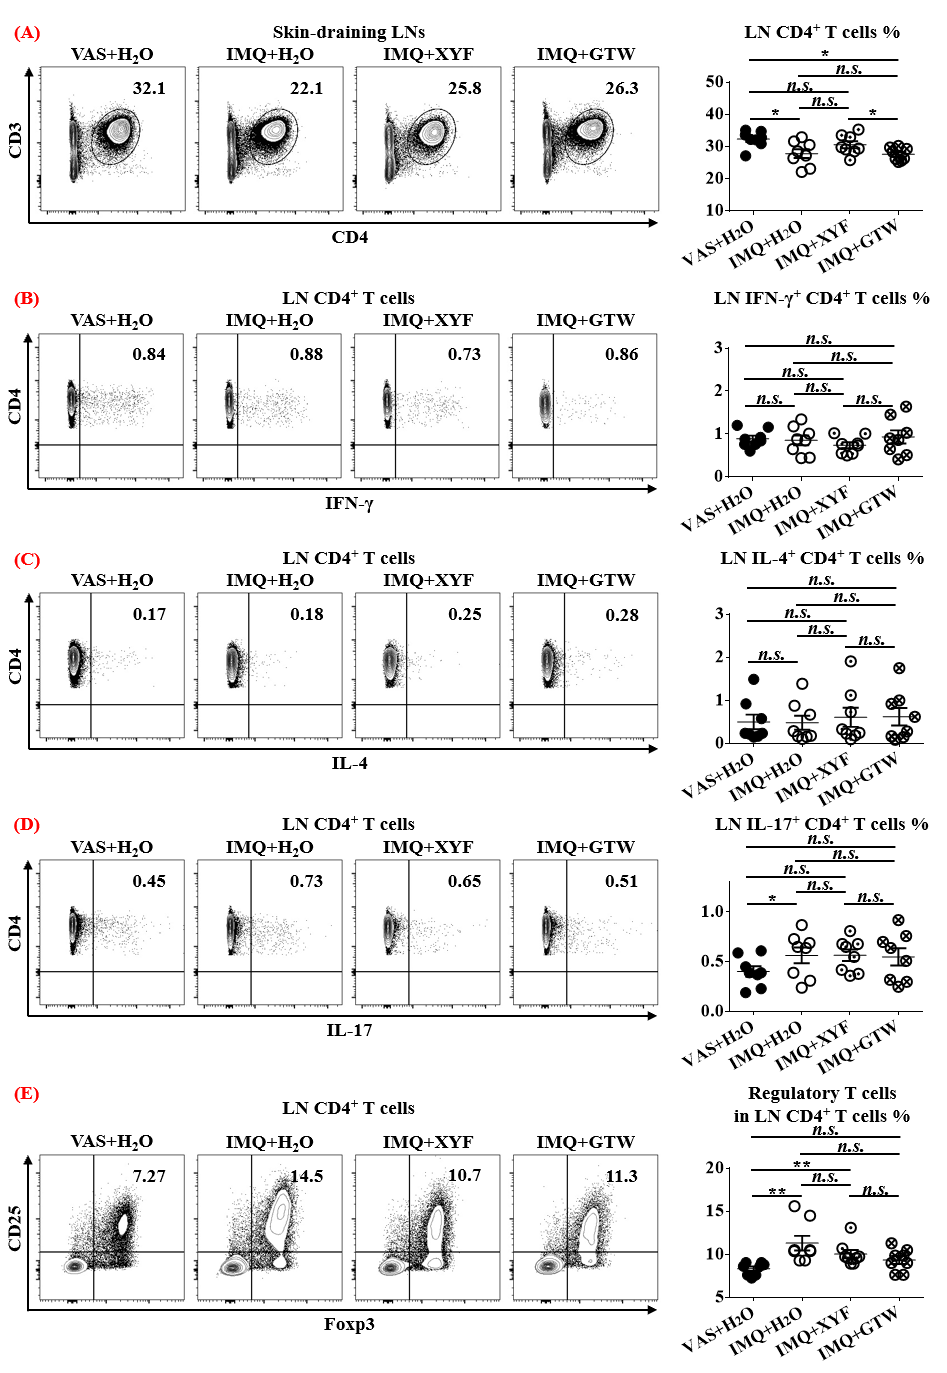

**Figure S4 Xiao-Yin-Fang did not influence T helper cells and regulatory T cells in the lymph nodes**

Mice were treated as in **Figure 2**. Skin-draining axillary, brachial and inguinal lymph nodes (LN) were harvested on day 10. **(A-D)** Freshly-isolated LN cells were *in vitro* cultured in the presence of PMA, ionomycin and Brefeldin A for 4 hours, and stained with anti-CD3, CD4, IFN-γ, IL-4 and IL-17 antibodies, which were analyzed by flow cytometry. Representative scatter plots and the ratio of LN CD4^+^ T cells **(A)**, IFN-γ^+^ CD4^+^ T cells **(B)**, IL-4^+^ CD4^+^ T cells **(C)** and IL-17^+^ CD4^+^ T cells **(D)**. **(E)** Freshly-isolated LN cells were stained with anti-CD3, CD4, CD25 and Foxp3 antibodies. Representative scatter plots and the percentage of LN regulatory T cells. n=32, three independent experiments. The data are presented as mean ± s.e.m.

**
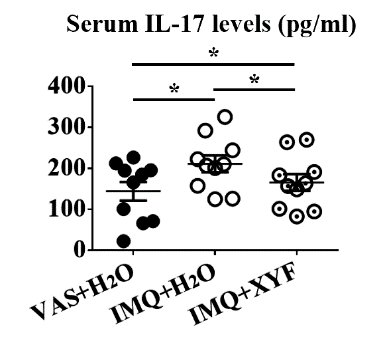
**

**Figure S5 Xiao-Yin-Fang reduced serum IL-17 level in model mice**

Mice were treated as in **Figure 2**. Mouse serums were collected on day 10. Quantitative evaluation of serum IL-17 level by enzyme-linked immunosorbent assay (ELISA). n=30, five independent experiments.

**
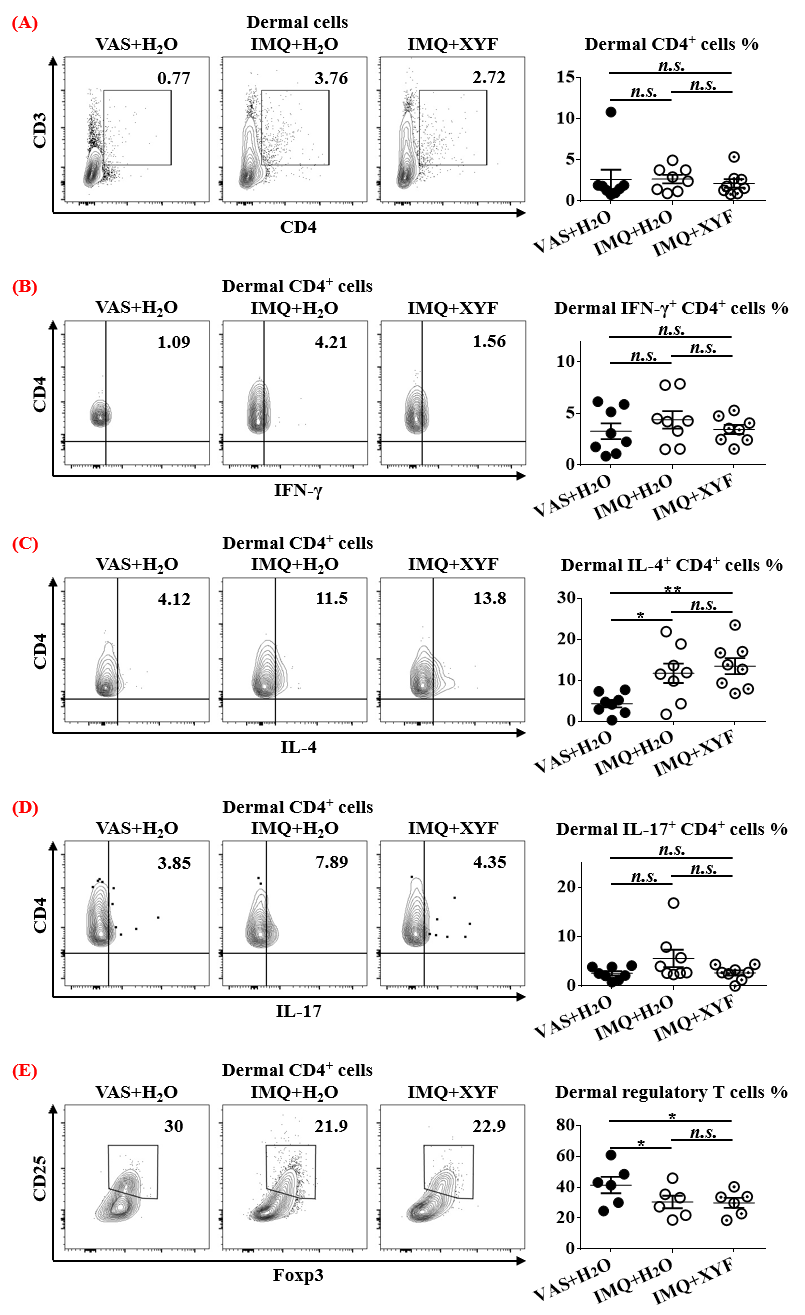
**

**Figure S6 Xiao-Yin-Fang did not affect dermal T helper cells and regulatory T cells**

Mice were treated as in **Figure 4**. **(A-D)** Freshly-isolated dermal cells were *in vitro* cultured in the presence of PMA, ionomycin and Brefeldin A for 4 hours, and stained with anti-CD3, CD4, IFN-γ, IL-4 and IL-17 antibodies, which were analyzed by flow cytometry. Representative scatter plots and the ratios of dermal CD4^+^ T cells (A), IFN-γ^+^ CD4^+^ T cells (B), IL-4^+^ CD4^+^ T cells (C) and IL-17^+^ CD4^+^ T cells (D) (n=24, four independent experiments). **(E)** Freshly-isolated dermal cells were stained with anti-CD3, CD4, CD25 and Foxp3 antibodies. Representative scatter plots and the percentages of dermal regulatory T cells (n=18, three independent experiments). The data are presented as mean ± s.e.m.

**
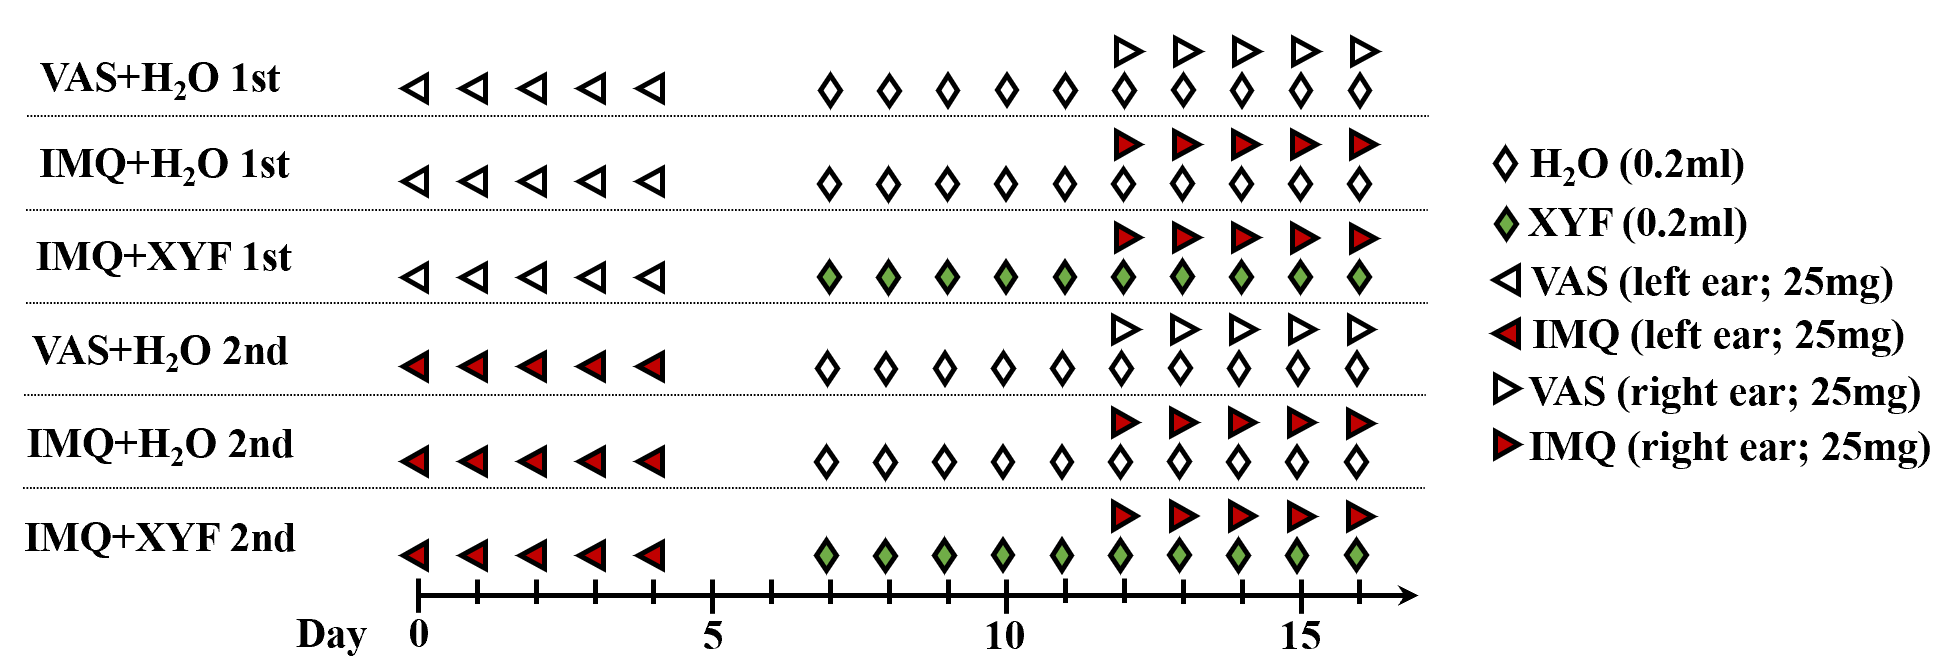
**

**Figure S7 Schematic representation of the experimental procedures of psoriasis relapse**

25mg of IMQ or VAS was applied on mouse left ear once daily from day 0 to day 4, XYF or H_2_O was administered by gavage twice daily from day 7 to day 16, and 25mg of IMQ or VAS was reapplied on mouse right ear once daily from day 12 to day 16.

**
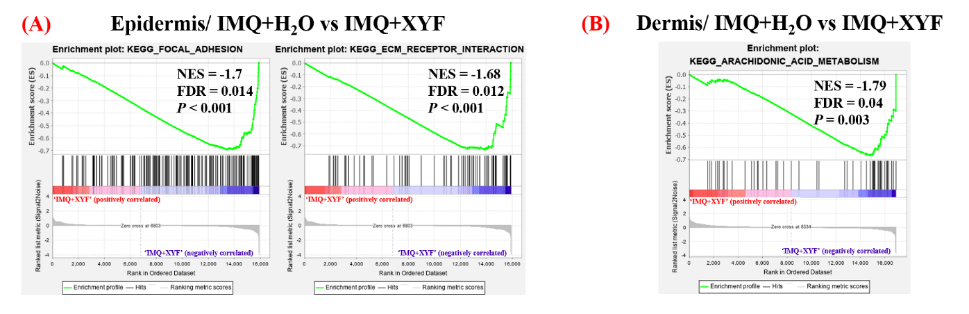
**

**Figure S8 Gene set enrichment analysis of Xiao-Yin-Fang therapeutic effects**

Epidermal and dermal sheets of mouse ears were freshly obtained from IMQ+H_2_O and IMQ+XYF group (n=3 for each group), which underwent RNA sequencing analysis. **(A)** Gene set enrichment analysis (GSEA) plots of epidermal DEGs from IMQ+H_2_O vs. IMQ+XYF. **(B)** GSEA plots of dermal DEGs from IMQ+ H_2_O vs. IMQ+XYF.

**Supplementary Tables**

**Table S1 The summary of raw RNA sequencing data**

It showed the summary of RNA sequencing data of 18 samples, including raw reads, clean reads, and percentage of clean reads as well as Q20% and Q30% (the percentage of bases with Phred values > 20 and > 30)

| **Sample** | **Raw Reads** | **Clean Reads** | **Clean Reads%** | **Q20%** | **Q30%** |
| --- | --- | --- | --- | --- | --- |
| VAS+H_2_O E1 | 60701562 | 60131004 | 99.06% | 98.55% | 95.55% |
| VAS+H_2_O E2 | 42160364 | 41690370 | 98.89% | 98.40% | 95.30% |
| VAS+H_2_O E3 | 46823034 | 46324902 | 98.94% | 98.45% | 95.35% |
| IMQ+H_2_O E4 | 40007914 | 39623684 | 99.04% | 98.45% | 95.40% |
| IMQ+H_2_O E5 | 51651208 | 51175616 | 99.08% | 98.45% | 95.40% |
| IMQ+H_2_O E6 | 58577918 | 57893658 | 98.83% | 98.35% | 95.20% |
| IMQ+XYF E7 | 83875478 | 83217278 | 99.22% | 98.65% | 95.85% |
| IMQ+XYF E8 | 43356836 | 42851552 | 98.83% | 98.40% | 95.15% |
| IMQ+XYF E9 | 45409532 | 45005498 | 99.11% | 98.55% | 95.55% |
| VAS+H_2_O D1 | 56746542 | 55864576 | 98.45% | 98.10% | 94.75% |
| VAS+H_2_O D2 | 49223016 | 48632398 | 98.80% | 98.35% | 95.15% |
| VAS+H_2_O D3 | 105123978 | 104335864 | 99.25% | 98.65% | 96% |
| IMQ+H_2_O D4 | 42108550 | 41492688 | 98.54% | 97.95% | 94.50% |
| IMQ+H_2_O D5 | 54698970 | 53883872 | 98.51% | 98.25% | 94.95% |
| IMQ+H_2_O D6 | 72507924 | 71686876 | 98.87% | 98.45% | 95.55% |
| IMQ+XYF D7 | 108048258 | 106963218 | 99% | 98.55% | 95.80% |
| IMQ+XYF D8 | 68720098 | 67956176 | 98.89% | 98.25% | 95.10% |
| IMQ+XYF D9 | 81647132 | 80877760 | 99.06% | 98.60% | 95.80% |

**Table S2 Epidermal shared DEGs between VAS+H_2_O vs. IMQ+H_2_O and IMQ+ H_2_O vs. IMQ+XYF and their associated dysregulated KEGG pathways**

| **KEGG Pathway Name** | **Symbol List** |
| --- | --- |
| ECM-receptor interaction | Fn1,Col6a3,Comp,Col6a1,Col6a2,Itga10,Col9a3,Itga1,Col2a1,Col1a2,Col9a1,Col9a2 |
| Focal adhesion | Pdgfrb,Fn1,Col6a3,Comp,Col6a1,Col6a2,Itga10,Col9a3,Itga1,Col2a1,Col1a2,Col9a1,Col9a2,Igf1 |
| PI3K-Akt signaling pathway | Pdgfrb,Fn1,Col6a3,Comp,Col6a1,Col6a2,Itga10,Col9a3,Itga1,Col2a1,Col1a2,Col9a1,Col9a2,Igf1 |
| Calcium signaling pathway | Pdgfrb,Plce1 |
| Hippo signaling pathway | Fzd9,Bmp5,Gdf5 |
| Circadian entrainment | Prkg1 |
| Proteoglycans in cancer | Fn1,Lum,Fzd9,Col1a2,Plce1,Igf1 |
| cGMP - PKG signaling pathway | Prkg1, |
| Regulation of actin cytoskeleton | Pdgfrb,Fn1,Itga10,Itga1 |
| Hematopoietic cell lineage | Itga1 |
| AGE-RAGE signaling pathway in diabetic complications | Fn1,Col1a2,Plce1 |
| Wnt signaling pathway | Fzd9,Wif1 |
| cAMP signaling pathway | Plce1 |

**Table S3 Dermal shared DEGs between VAS+ H_2_O vs. IMQ+ H_2_O and IMQ+H_2_O vs. IMQ+XYF and their associated dysregulated KEGG pathways**

| **Pathway Name** | **Symbol List** |
| --- | --- |
| Neuroactive ligand-receptor interaction | Gria1 |
| alpha-Linolenic acid metabolism | Pla2g5 |
| Linoleic acid metabolism | Pla2g5 |
| Ether lipid metabolism | Pla2g5 |
| Arachidonic acid metabolism | Alox12,Pla2g5 |
| cAMP signaling pathway | Gria1 |
| Arginine and proline metabolism | Pycr1 |
| Circadian entrainment | Gria1 |
| Inflammatory mediator regulation of TRP channels | Alox12 |
| Complement and coagulation cascades | C9 |
| Wnt signaling pathway | Wnt9b,Fzd9,Wif1,Wnt3a |
| Fc epsilon RI signaling pathway | Fcer1a |
| Long-term potentiation | Gria1 |

How the deposited data were processed for this re-analysis (not part of the article)

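RNA sequencing of epidermal ear sheets was analysed in 9 libraries, 3 each of VAS + H2O, IMQ + H2O and IMQ + XYF, and the group of every library was taken from its deposited label. The paper's methods state that TruSeq libraries were sequenced on an Illumina instrument, that reads were aligned with STAR to the mouse genome GRCm38 with the annotation of Ensembl release 90, that transcripts were assembled with StringTie and that differential expression was computed with DESeq2. The authors deposited whole numbers per gene, without normalization and with 1 column per library, and these were treated as raw counts. The table lists 52550 genes, of which 21327 have no count in any library, and 93 symbols occur more than once, so genes were followed by their identifier. The paper's text does not name the tool, version or strand setting of the counting. No filter on reads could be repeated from the counts.

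Total counts were 44681447, 31034401 and 34689174 in the VAS + H2O libraries, 30298275, 39617029 and 43815369 in the IMQ + H2O libraries, and 64771160, 33208358 and 34913386 in the IMQ + XYF libraries, in the order of the replicate numbers. The share of mitochondrial genes was 2.56% to 4.12%. A count of 3 was taken as the floor of detection, which covers counting error only, since the libraries carry no molecular identifiers that the paper describes. All mice were stated to be male, and the Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty had 835 to 4924 counts per library.

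Calculations used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0. Each comparison of 2 groups was fitted on its own 6 libraries, with TMM normalization, filterByExpr at its default settings and the quasi-likelihood test of edgeR (glmQLFit and glmQLFTest), and p-values were adjusted by the method of Benjamini and Hochberg over the genes tested. Standard errors of log2 fold changes were derived from the test statistic. DEGs had an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. edgeR was chosen as the main test, and DESeq2 was run as an alternative with its Wald test and independent filtering. For values per library, log2 CPM was computed with TMM factors over the 18492 genes that pass the filter in all 9 libraries, with a prior count of 2.

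The separation of the groups was measured by a pseudo-F on squared Euclidean distances over the 1000 most variable genes, with an exact permutation test over the 280 arrangements of the libraries. The signature score and the marker scores were compared by exact two-sided permutation tests. Overlaps of DEGs with gene lists were tested by one-sided Fisher's exact tests with the genes tested in the comparison as the background, and adjusted over the 6 lists of a comparison. The shift of a gene list was tested by limma's camera on voom log2 CPM with the correlation between genes estimated from the data. Its p-values rest on 3 libraries per group, so they are given adjusted over the 2 lists, a step chosen after seeing the values, beside an exact permutation test over the 10 splits of the libraries. Pathway lists and marker lists of tissues were written by hand before the counts were read, because no pathway database was at hand, and are not the KEGG lists.

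The genes named one by one follow a rule written before the counts were read. They are the 21 epidermal genes of Supplementary Table S2, the genes of proteins that the paper measured or discusses and that bear on the epidermis, the 5 highest and 5 lowest DEGs by adjusted p among genes without overlap between the groups in each comparison of Fig. 7, and up to 10 DEGs of the IL-17 signaling list. One gene that the rule would add is not reported here. All 52 others have a position in the annotation, which was GENCODE release M21. Marker genes are named only for checks of tissue carryover and of sex, and any gene outside the rule is given as chosen after its values were seen.

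The fits were checked on simulated data with 200 changed genes among 17793. edgeR recovered 84.5% of these genes with 6 false calls and made 0 calls when no gene was changed. DESeq2 recovered 83.0% with 14 false calls, and made 1 call when no gene was changed. At a threshold of 0.05, the camera test called a set raised by 1 on the log2 scale and did not call the same set with no change. In the simulated data genes varied independently with the same dispersion, and genes were called by the adjusted p alone. The check therefore does not measure power or error rates in the real libraries, where genes of a list can vary together.

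Alternatives were DESeq2, RLE size factors in edgeR, no low-count filter, at least 10 counts in every library, all 9 libraries in 1 fit, the replicate number as a block, the adjusted p alone as threshold, a test against a log2 fold change of 1 (glmTreat), a score of cartilage and dermal fibroblast genes as a covariate, and each library left out in turn. Other tests and gene subsets were tried for the list results. The dermal libraries were not analysed here.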

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

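The tests of the neutrophil genes were chosen after the result was seen, and the count of other splits in the comparison of IMQ + XYF with VAS + H2O was set before it.

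The paper does not report neutrophil genes in the epidermal libraries. The mean log2 CPM of a list of 7 neutrophil marker genes was higher in IMQ + H2O than in VAS + H2O by 3.70. It was 0.161 ± 0.160 (SD, n = 3) in VAS + H2O, 3.87 ± 2.26 in IMQ + H2O and 4.34 ± 1.03 in IMQ + XYF, and all 6 imiquimod libraries lay above all VAS + H2O libraries. IMQ + XYF differed from IMQ + H2O by 0.473 (exact permutation test, two-sided, p = 0.7), less than the spread between replicates. The IMQ + H2O libraries were at 1.98, 3.26 and 6.36, and Csf3r ranged from 0.173 CPM in IMQ + H2O replicate 1 to 38.1 CPM in replicate 3. Carryover of cartilage and dermis was weighed as a technical explanation, but the score of its genes fell in IMQ + H2O, by -1.71 on the log2 scale, while the neutrophil genes rose. Without S100a8 and S100a9, which keratinocytes express too, the mean of the other 5 genes was higher by 2.45, but these genes did not all rise. Il1r2 was lower in each of the 6 imiquimod libraries than in each VAS + H2O library, and Mmp8 and Retnlg had no count in IMQ + H2O replicate 1. In that library Cxcr2, at 49.4 CPM against 10.3 to 12.5 CPM in VAS + H2O, was the main one of the 5 to rise. Camp, Ngp, Ly6g, Ltf and Elane, neutrophil genes outside the 7, reached at most 0.510 CPM in any library. They had no count in IMQ + H2O replicate 1 or IMQ + XYF replicate 2. The gap that remained for the mean of the 5 genes was narrow, with the lowest imiquimod library at 0.03 and the highest VAS + H2O library at -0.18. Total counts of the 6 imiquimod libraries did not differ from those of the VAS + H2O libraries (exact permutation test, two-sided, p = 0.726). By flow cytometry of ear dermis, the paper reports that neutrophils gathered after imiquimod, and that XYF lowered their number but not their percentage. The mean epidermal score here was not lower in IMQ + XYF than in IMQ + H2O. RNA of epidermal sheets and cell numbers in the dermis are different measures. A candidate explanation is that imiquimod brought neutrophils to the ear skin. Whether their RNA came from the epidermis itself or from blood left on the sheets was not tested, so the pattern cannot be told apart from such a source.

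The paper does not report the comparison of IMQ + XYF with VAS + H2O. There were 1371 DEGs among 17954 genes tested, 823 higher and 548 lower in IMQ + XYF, and 46.8% of 18492 genes had no overlap between the groups, where chance gives 10%. DESeq2 called 1469. Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1 gave as many DEGs, the real one. The other 6 of the 10 splits part 1 pair. Apart from the real split, the splits gave at most 1 DEG with edgeR and between 4 and 49 with DESeq2. Since 6 libraries make only 10 splits, the share of splits alone cannot tell the pattern apart from chance in the grouping, whatever its size. Total counts of the groups overlapped (exact permutation test, two-sided, p = 0.6, where the smallest possible p is 0.1). With the score of cartilage and fibroblast genes as a covariate in a fit of all 9 libraries, 1187 DEGs were called, and 1088 of the 1349 DEGs of the fit without it stayed. Carryover of these tissues may therefore account for some of the DEGs and does not account for the others. A candidate explanation of the others is an effect of imiquimod that remained under XYF.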

How the results depend on the processing

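The main settings and the alternatives were fixed before the data were examined, except for DESeq2 without a low-count filter, DESeq2 with the replicate block, DESeq2 with all 9 libraries in 1 fit, DESeq2 with each library left out, the reversal over higher or lower DEGs alone, and the adjustment of the gene set shifts over the 2 lists, which were chosen after seeing the data. Where a result changed, the cause was not tested. The number of DEGs between IMQ + H2O and VAS + H2O, 1383, was 1384 with RLE size factors, 1181 without a low-count filter, 1209 with at least 10 counts in every library, 1595 with all 9 libraries in 1 fit and 1641 with DESeq2. It was 3986 with the adjusted p alone, 65 with a test against a log2 fold change of 1, and 109 with the carryover score as a covariate. The count of 109 is from a fit of all 9 libraries, which gave 1595 without the covariate. It cannot tell carryover from imiquimod, because the scores of IMQ + H2O and VAS + H2O do not overlap and the covariate takes up the difference between the groups. It ranged from 711 to 1314 across the 6 fits that each left out a library. The number between IMQ + XYF and VAS + H2O, 1371, was 5152 with the adjusted p alone and 162 with the test against a log2 fold change of 1, and ranged from 996 to 1350 across the fits that left out a library.

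The 5 DEGs between IMQ + XYF and IMQ + H2O were 5 with RLE size factors, without a low-count filter, with at least 10 counts in every library and with the adjusted p alone. They were 129 with DESeq2, 129 with DESeq2 without a low-count filter, 132 with DESeq2 with the replicate block and 61 with DESeq2 with all 9 libraries in 1 fit. In edgeR they were 1 with all 9 libraries in 1 fit, and 0 with the test against a log2 fold change of 1 and with the carryover covariate, at 156 and 789 genes with an unadjusted p under 0.05. They ranged from 0 to 5 across the 6 fits that each left out a library, where the fits with 0 had 765 to 981 genes with an unadjusted p under 0.05. DESeq2 with a library left out gave 78 to 168.

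The 3 shared DEGs, all moved back by XYF, were 108 with DESeq2, of which 107 moved back. They were 106 and 105 with DESeq2 without a low-count filter, 109 and 107 with DESeq2 with the replicate block, and 57 and 57 with DESeq2 with all 9 libraries in 1 fit. Of the 21 genes of Supplementary Table S2, these settings called 21, 20, 19 and 11 in both comparisons, against 1 with edgeR. With edgeR, all 3 counts were 0 with all 9 libraries in 1 fit (883 genes with an unadjusted p under 0.05 between IMQ + XYF and IMQ + H2O), the test against a log2 fold change of 1 and the carryover covariate. Across the 9 fits that each left out a library, the shared DEGs ranged from 0 to 3, those moved back from 0 to 3 and the Supplementary Table S2 genes from 0 to 1.

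The replicate numbers of the groups were used as a block in a further alternative. After removal of the group means, same-numbered libraries had a correlation of 0.026 and others of -0.0131, so the numbers carry no sign of a shared batch. With the block, the DEGs were 1100 and 0 (971 genes with an unadjusted p under 0.05) for the comparisons of IMQ + H2O with VAS + H2O and IMQ + XYF with IMQ + H2O, the shared DEGs 0, those moved back 0 and the Supplementary Table S2 genes 0. The pseudo-F was 4.79 (exact permutation test, p = 0.0833) and the adjusted p of limma's camera for ECM-receptor interaction was 0.125. The pseudo-F kept its side of the threshold with 500 genes, all genes, RLE size factors and no tissue marker genes, and ranged from 2.19 to 2.90 with a library left out.

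The difference in signature score between IMQ + XYF and IMQ + H2O, -15.7, was reversed over the IL-17 signaling list, at 1.28 (exact permutation test, p = 1), and ranged from -18.5 to -8.03 with a library left out. The median percent reversed, 1.53, was 1.71 with RLE size factors, 1.87 with at least 10 counts in every library, 1.00 without tissue marker genes, -2.26 over the higher DEGs and 13.1 over the lower DEGs, and ranged from -0.0244 to 4.63 with a library left out, all within 1 SD of the held-out values.

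In IMQ + H2O against VAS + H2O, the overlap with cGMP-PKG signaling passed the threshold with the adjusted p alone at 36 genes (adjusted p = 0.0369), DESeq2 without a low-count filter at 16 (0.00845) and DESeq2 with the replicate block at 17 (0.0288). The adjusted p over the alternatives that used each library ran from 0.00845 to 0.916. Focal adhesion no longer passed with the adjusted p alone at 49 genes (adjusted p = 0.0519), among the higher DEGs at 3 (0.960) or without IMQ + H2O replicate 3 at 11 (0.107), and ranged from 11 to 27 genes with a library left out. Among the higher DEGs, ECM-receptor interaction had 2 genes (adjusted p = 0.916) and PI3K-Akt signaling 11 (0.763). IL-17 signaling had 9 genes with at least 10 counts in every library (adjusted p = 0.0744) and 0 among the lower DEGs (adjusted p = 1, at 6823 genes with an unadjusted p under 0.05). Cytokine-cytokine receptor interaction passed in every setting run, from 22 to 40 genes with a library left out. In those fits ECM-receptor interaction had 11 to 24 genes, PI3K-Akt signaling 24 to 45 and IL-17 signaling 8 to 17. Each of these lists still passed in all 6 fits.

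In IMQ + XYF against IMQ + H2O, overlaps passed the threshold with DESeq2, DESeq2 without a low-count filter and DESeq2 with the replicate block. In that order, ECM-receptor interaction had 14, 14 and 13 genes, focal adhesion 16, 16 and 15, PI3K-Akt signaling 16, 16 and 15, and Hippo signaling 5, 5 and 6. With edgeR, 1 gene or 0 was called for each list in each alternative run. The shift of the ECM-receptor genes no longer passed with all 9 libraries in 1 fit (adjusted p = 0.159) or without the marker genes of cartilage and fibroblasts (adjusted p = 0.242). Its adjusted p ranged from 0.0246 to 0.118 with a library left out, and was over 0.05 in 3 of these 6 fits. The shift of the focal adhesion genes passed with camera at a fixed correlation of 0.01 (adjusted p = 2.68e-05) and with fgsea (gene permutation, adjusted p = 1.45e-11), and its adjusted p ranged from 0.0822 to 0.180 with a library left out.

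For 50 named genes, 1674 alternative values were computed, of which 1398 kept their direction and side of the threshold, 158 became weaker, 74 stronger and 44 reversed. With the carryover covariate, the log2 fold changes of IMQ + H2O against VAS + H2O were reversed for Col1a2 at 0.23, Lum at 1.08, Pdgfrb at 0.12, Plce1 at 0.24 and Tnpo1 at 0.70. Those of IMQ + XYF against IMQ + H2O were reversed for Col1a2 at -0.22, Lum at -0.19, Pdgfrb at -0.23, Plce1 at -0.14, Ccl2 at -1.16, Klk6 at 0.27, Krt1 at 0.0633, S100a8 at 0.17, S100a9 at 0.22 and Tcf23 at 0.27. In both comparisons the carryover scores of the groups do not overlap, so these reversals cannot tell carryover from an effect of treatment. With the replicate block, S100a8 was at 0.45 and S100a9 at 0.44 in both edgeR and DESeq2. With a library left out, the log2 fold change with XYF changed its sign within the range of Aox4 from -0.17 to 0.0411, Ccl2 from -0.22 to 0.20, Csf3 from -1.53 to 0.21, Cxcl1 from -0.36 to 0.24, Ehf from -0.0541 to 0.10, Klk6 from -0.16 to 0.14, Krt1 from -0.29 to 0.0473, Krt10 from -0.31 to 0.0108, Lcn2 from -0.20 to 0.57 and Mrc2 from -0.000249 to 0.13. It did so too for S100a8 from -0.84 to 1.35, S100a9 from -0.77 to 1.30, Slpi from -0.25 to 0.11, Stat3 from -0.0713 to 0.0661, Tcf23 from -0.37 to 0.00507 and Tlr5 from -0.20 to 0.0711. None of these genes was a DEG with XYF. The log2 fold change of Tnpo1 in IMQ + H2O against VAS + H2O ranged from -0.39 to 0.19. Depth limits what can be said of Il17a, which had no count in any library, of Il17f, and of Csf3, Defb4 and Il17c in VAS + H2O, which lie near or below the floor of 3 counts.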

Differences from the paper's values

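Between IMQ + XYF and IMQ + H2O, the paper's number of epidermal DEGs is about 130 in Fig. 7C, read by eye, and the number here was 5. Of the alternatives set before the data were examined, DESeq2 gave 129 and closed the gap, while RLE size factors, no low-count filter, at least 10 counts in every library, all 9 libraries in 1 fit, the replicate block, the adjusted p alone, the test against a log2 fold change of 1, the carryover covariate and the fits that each left out a library gave 0 to 5. DESeq2 without a low-count filter gave 129, DESeq2 with the replicate block gave 132, DESeq2 with all 9 libraries in 1 fit gave 61 and DESeq2 with a library left out gave 78 to 168, and these settings were chosen after seeing the values. The paper's methods name DESeq2.

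The paper's number of DEGs shared by the comparisons is about 110 in Fig. 7C, read by eye, and the number here was 3. DESeq2 gave 108 and closed the gap, and none of the other alternatives set before the data were examined did, with 0 to 3. DESeq2 without a low-count filter gave 106, DESeq2 with the replicate block gave 109, DESeq2 with all 9 libraries in 1 fit gave 57 and DESeq2 with a library left out gave 51 to 128, settings that were chosen after seeing the values.

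The paper's Supplementary Table S2 lists 21 epidermal genes as shared DEGs, and 1 of them, Col9a1, was called in both comparisons here. DESeq2 called all 21. None of the other alternatives set before the data were examined called more than 1. DESeq2 without a low-count filter called 20, DESeq2 with the replicate block called 19, DESeq2 with all 9 libraries in 1 fit called 11 and DESeq2 with a library left out called 14 to 21, settings that were chosen after seeing the values. Adjusted over the list alone, all 21 passed the threshold in both comparisons with edgeR.

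The paper's normalized enrichment scores for IMQ + XYF and IMQ + H2O in the epidermis are about -1.7 for ECM-receptor interaction and about -1.7 for focal adhesion in Supplementary Figure S8, read by eye. The scores here, positive where genes are higher in IMQ + XYF, were 2.35 and 2.18. The figure's legend names IMQ + H2O before IMQ + XYF. Whether the order of the groups accounts for the opposite signs could not be checked. The score was computed in this setting only, and in no alternative set before the data were examined was the mean shift of either list negative.

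The paper states that XYF lowered focal adhesion and ECM receptor interaction in the epidermis. The mean log2 fold changes here with XYF were 0.54 for ECM-receptor interaction and 0.32 for focal adhesion, higher in IMQ + XYF. The paper names the cGMP-PKG signaling pathway among those enriched in the epidermis of the model group, and 11 of 121 list genes were DEGs here where 9.29 were expected (Fisher's exact test, adjusted p = 0.325). With the adjusted p alone, 36 were called (adjusted p = 0.0369), while DESeq2 without a low-count filter called 16 (adjusted p = 0.00845), DESeq2 with the replicate block 17 (adjusted p = 0.0288) and DESeq2 with a library left out 10 to 22 (adjusted p from 0.00427 to 0.360), settings that were chosen after seeing the values. Among the genes lower in IMQ + H2O alone, DESeq2 called 12 (adjusted p = 0.0201). The paper names the PI3K-Akt, calcium, Hippo and cGMP-PKG pathways for XYF in the epidermis, and their lists held 1, 0, 0 and 0 of the 5 DEGs here, at 966 genes with an unadjusted p under 0.05. With DESeq2, PI3K-Akt signaling held 16 DEGs (adjusted p = 1.77e-10) and Hippo signaling 5 (adjusted p = 0.00469), while calcium signaling held 3 (adjusted p = 0.113) and cGMP-PKG signaling 2 (adjusted p = 0.222). Without a low-count filter and with the replicate block, both chosen after seeing the values, DESeq2 gave 16 and 15 PI3K-Akt genes and 5 and 6 Hippo genes. DESeq2 fits that left out a library, also chosen after seeing the values, called 0 to 7 calcium signaling genes (adjusted p from 0.0006 to 1) and 0 to 6 cGMP-PKG genes (adjusted p from 0.000742 to 1).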

Other observations

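The tests of the shared DESeq2 genes, of the DESeq2 marker overlap, of the direction of the reversal, of the splits of the gene set shifts and of the split with the most DESeq2 genes were chosen only after the result was seen.

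Carryover of ear cartilage and dermis in the epidermal sheets was tested as a technical explanation of the DEGs, with a score of 55 marker genes of cartilage and dermal fibroblasts. In mean log2 CPM the score was 3.61, 5.34 and 3.74 in VAS + H2O, 2.62, 2.50 and 2.43 in IMQ + H2O, and 4.23, 3.79 and 3.37 in IMQ + XYF. IMQ + XYF was above IMQ + H2O by 1.28 (exact permutation test, two-sided, p = 0.1), and the largest range within either group was 0.866. Within VAS + H2O the range was 1.72, as large as the difference between IMQ + H2O and VAS + H2O. Muscle marker genes were at 3.99 in VAS + H2O replicate 2 and at -0.69 and -0.75 in the other VAS + H2O libraries. Of the DEGs lower in IMQ + H2O, 31 were among 54 marker genes of cartilage or fibroblasts where 2.18 were expected (odds ratio 33.4, Fisher's exact test, one-sided, p = 1.48e-29). Without VAS + H2O replicate 1, 2 or 3, there were 413, 299 and 628 lower DEGs in place of 727, and without IMQ + H2O replicate 1, 2 or 3 there were 389, 548 and 304. In the same order, the higher DEGs were 444, 418 and 686, and 636, 701 and 407, in place of 656. The lower DEGs thus fell in all 6 fits, without a VAS + H2O or an IMQ + H2O library, and the higher DEGs fell by more than 100 in 3 of them. Of the 5 DEGs higher with XYF, 2 were marker genes (Fisher's exact test, one-sided, p = 8.99e-05). Of the 126 genes that DESeq2 called higher with XYF, 29 were marker genes where 0.382 were expected (odds ratio 209.5, Fisher's exact test, p = 2.06e-49). These values are consistent with unequal amounts of cartilage and dermis on the sheets, and a change of the same genes in the tissue itself would give the same overlap. With the score as a covariate in a fit of all 9 libraries, 0 genes were DEGs with XYF (789 genes with an unadjusted p under 0.05) against 1 without it. This cannot tell the explanations apart, because the scores of IMQ + H2O and IMQ + XYF do not overlap and the covariate takes up the difference between the groups.

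The genes shared by the comparisons in DESeq2 varied within the control group. Their median log2 difference between VAS + H2O replicate 2 and the other VAS + H2O libraries was 1.29, and the highest of 10000 random lists matched for expression was at 0.14. The library was picked after its values were seen and the shared genes vary together, so this gap is no measure of chance. A candidate explanation of part of the shared genes is a difference in tissue content between ears that does not depend on treatment.

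Total counts overlapped between the groups, with exact two-sided permutation tests giving p = 1 for IMQ + H2O against VAS + H2O and p = 0.8 for IMQ + XYF against IMQ + H2O. The smallest p these tests can give is 0.1, so they cannot rule out a part of depth. Xist reached at most 0.290 CPM, on the library totals, and genes of the Y chromosome were counted in all 9 libraries, as in male mice. All mice were male, so this could not show an exchange of samples between groups.

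Other splits of the libraries were fitted in the same way. Of the 4 splits that part all same-numbered pairs, 1 gave as many DEGs as the comparison of IMQ + H2O with VAS + H2O, and 1 gave as many as that of IMQ + XYF with IMQ + H2O, in both cases the real split. The other 6 splits part 1 pair. Apart from the real one, the splits of IMQ + H2O and VAS + H2O gave 0 DEGs with edgeR and 3 to 12 with DESeq2, where the real split gave 6823 genes with an unadjusted p under 0.05. Those of IMQ + XYF and IMQ + H2O gave 0 to 4 DEGs with edgeR, against 5, and 8 to 162 with DESeq2, against 129. The camera p-values of ECM-receptor interaction and of focal adhesion were as small in 1 of the 4 splits, the real one, and the smallest of the other splits were 0.127 and 0.153. With 10 splits the share of splits cannot be small enough to rule out chance. The DESeq2 split with 162 genes set IMQ + H2O replicates 1 and 2 and IMQ + XYF replicate 2 against the others. The neutrophil marker scores of these sets of libraries were apart by 0.981, so neutrophil content is a candidate explanation of that count.

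Of 100 arrangements of the 9 libraries into 3 groups, the real one included and drawn from 108, 5 gave at least 3 shared DEGs, of which 1 was the real one. The 4 others, with 821 to 846 shared genes, had the VAS + H2O libraries as the middle group, which turns the effect of imiquimod into a change and a return, so they are no measure of chance. The remaining 95 arrangements gave at most 1 shared DEG. With DESeq2, 4 of 50 arrangements gave as many as 108, of which 3 had the VAS + H2O libraries as the middle group and 1 was the real one.

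The IMQ + H2O libraries are in both comparisons, so their noise pushes the changes in opposite directions. With a library held out, the median reversal was 1.53% in place of 9.70%, which is consistent with part of the reversal coming from the shared libraries, and the held-out values had an SD of 17.4. Over the genes higher in IMQ + H2O the median was -2.26%, and over the lower genes it was 13.1%. This is consistent with a return of lowered genes without one of raised genes, a difference that was not tested by itself.

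For proteins that the paper discusses from other studies, Stat3 had a log2 fold change of 0.76 in IMQ + H2O against VAS + H2O (standard error 0.10, adjusted p = 0.00806 from edgeR) and -0.02 with XYF (adjusted p = 1). Krt1 had 1.45 (standard error 0.21, adjusted p = 0.0089) and -0.13, Krt10 0.27 (standard error 0.19, adjusted p = 0.343) and -0.13, and Tnf 0.66 (standard error 0.22, adjusted p = 0.0774) and 0.34. Mki67, which encodes Ki-67, a protein the paper measured, had 180 ± 84.8 CPM (SD, n = 3) in VAS + H2O, 343 ± 43.5 in IMQ + H2O and 438 ± 73.4 in IMQ + XYF, with log2 fold changes of 0.89 (standard error 0.36, adjusted p = 0.121 from edgeR) and 0.35 (standard error 0.15, adjusted p = 0.942 from edgeR). The paper reports a lower score of Ki-67 staining in the epidermis with XYF. The mean RNA here did not fall with XYF, and the IMQ + XYF and IMQ + H2O libraries overlapped. RNA of whole sheets and protein staining of epidermal fields are different measures.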
